# The Rice Serine/Arginine Splicing Factor RS33 Regulates Pre-mRNA Splicing during Abiotic Stress Responses

**DOI:** 10.3390/cells11111796

**Published:** 2022-05-30

**Authors:** Haroon Butt, Jeremie Bazin, Kasavajhala V. S. K. Prasad, Nourelislam Awad, Martin Crespi, Anireddy S. N. Reddy, Magdy M. Mahfouz

**Keywords:** pre-mRNA splicing, alternative splicing, SR proteins, genome engineering, abiotic stress

## Abstract

Abiotic stresses profoundly affect plant growth and development and limit crop productivity. Pre-mRNA splicing is a major form of gene regulation that helps plants cope with various stresses. Serine/arginine (SR)-rich splicing factors play a key role in pre-mRNA splicing to regulate different biological processes under stress conditions. Alternative splicing (AS) of SR transcripts and other transcripts of stress-responsive genes generates multiple splice isoforms that contribute to protein diversity, modulate gene expression, and affect plant stress tolerance. Here, we investigated the function of the plant-specific SR protein RS33 in regulating pre-mRNA splicing and abiotic stress responses in rice. The loss-of-function mutant *rs33* showed increased sensitivity to salt and low-temperature stresses. Genome-wide analyses of gene expression and splicing in wild-type and *rs33* seedlings subjected to these stresses identified multiple splice isoforms of stress-responsive genes whose AS are regulated by RS33. The number of RS33-regulated genes was much higher under low-temperature stress than under salt stress. Our results suggest that the plant-specific splicing factor RS33 plays a crucial role during plant responses to abiotic stresses.

## 1. Introduction

The splicing of pre-mRNAs, a key step in regulating gene expression, helps plants respond to stressful conditions such as salt, drought, and high or low temperatures [1,2,3,4,5,6,7,8]. The spliceosome is a megadalton protein complex that cleaves the introns, ligates the exons, and releases a mature mRNA. Chemical or genetic disruption of spliceosome function inhibits splicing in plants [9,10,11,12]. Spliceosome formation requires five small nuclear ribonucleoproteins (snRNPs: U1, U2, U4/U6, and U5) and ~200 additional proteins [13,14]. Splicing factors recognize the *cis*-regulatory elements of their target pre-mRNA and stabilize snRNP assembly across the introns and exons [14,15,16,17]. The splicing reaction starts with the binding of the U1 snRNP to the 5′ splice site and the U2 auxiliary factor (U2AF) to the 3′ splice site. This early complex (complex E) recruits the U2 snRNP to the branch-point (BP) sequence to form a pre-spliceosome complex (complex A). Complex A associates with the preassembled U5-U4/U6 tri-snRNP complex to form the first fully established spliceosome, known as the precatalytic spliceosome (complex B). Complex B is further converted into the activated spliceosome (complex B^act^) and catalytically activated spliceosome (complex B*), where the first transesterification reaction takes place. There are additional distinct, catalytically active spliceosome complexes, C and C*, which catalyze the second transesterification reaction that leads to the excision of the intervening intron and ligation of the adjoining exons [14,17,18].

Serine/arginine (SR)-rich proteins are conserved RNA-binding proteins that function as splicing factors and regulate pre-mRNA splicing by determining the splice sites [18,19,20,21,22,23,24]. SR proteins have one or two characteristic N-terminal RNA recognition motifs (RRMs) that determine their RNA-binding properties. The C-terminus of SR proteins is rich in alternating arginine and serine residues, referred to as the RS domain, and this domain facilitates protein–protein interactions [23,25,26,27]. The C-terminus of SR proteins can be reversibly phosphorylated, which affects the functions of SR proteins, including altering their splicing function [28,29]. In animal systems, the functions of SR proteins are not limited to pre-mRNA splicing and include mRNA nuclear export, mRNA stability, genome maintenance, and translation [19,20,30,31]. Plants have three distinct SR protein subfamilies that are not observed in the animal kingdom, suggesting that SR proteins likely have unique roles during plant growth and development [25,26].

Pre-mRNAs transcribed from multi-exon genes are either constitutively spliced or undergo alternative splicing (AS). AS produces different isoforms with alternative 5′ and 3′ splice sites, skipped exons, or retained introns. AS thus increases the plasticity of the genome by producing multiple isoforms from a single locus and thereby enhancing the protein diversity [1,4,32]. AS takes place when splicing factors select different splice sites in a closely regulated process [33,34,35]. Environmental stresses and developmental cues greatly influence the AS patterns of pre-mRNAs in plants [1,7,36,37,38]. The loss-of-function mutants of different SR family members, such as *rs40*, *rs41*, *scl30a*, and *sr45*, showed hypersensitivity to salt and abscisic acid (ABA) stress in *Arabidopsis thaliana* [39,40,41,42]. The pre-mRNAs of SR proteins are also extensively alternatively spliced [43,44], and splicing factor SR45 regulates the salt stress response in an isoform-dependent manner in Arabidopsis [45]. 

Rice (*Oryza sativa*) SR proteins also play important roles in mineral nutrient homeostasis, and SR40, SCL25, and SCL57 regulate inorganic phosphate (Pi) uptake and mobilization in shoots [46]. Similarly, *SR34b* expression increased under cadmium (Cd) stress, and the *sr34b* mutant showed increased Cd sensitivity [47]. Another SR-like protein, REDUCED RED-LIGHT RESPONSES IN CRY1CRY2 BACKGROUND1 (RRC1), together with SPLICING FACTOR FOR PHYTOCHROME SIGNALING (SFPS), interact with photoreceptor phytochrome B and regulates light-dependent pre-mRNA splicing to promote photomorphogenesis [48]. These studies show that SR proteins regulate AS in response to environmental stresses; however, the precise role of individual SR proteins and the splicing events they regulate are not clear.

The clustered regularly interspaced short palindromic repeat (CRISPR)/CRISPR-associated protein 9 (Cas9) adaptive immunity system of bacteria and archaea has been adapted for genome editing applications [49,50,51,52,53,54]. In plants, this molecular tool is utilized for trait engineering, directed evolution, and crop improvement [9,55,56,57,58,59]. Recently, we employed the CRISPR-Cas9 system to target all members of the *SR* gene family and produced single- and multigene knockout mutants in rice [24].

In this study, we investigated the function of RS33, a plant-specific splicing factor, in abiotic stress responses and AS in rice using a loss-of-function mutant. We found that the *rs33* mutation caused hypersensitivity to salt and low-temperature stresses. The RNA deep-sequencing data identified a subset of genes involved in salt and low-temperature stress responses, which are regulated by RS33. Our results provide a link between RS33-regulated AS and plant stress responses.

## 2. Materials and Methods

### 2.1. Plant Materials, Rice Transformation, and Genotyping of the Mutant Plants

*Oryza sativa* L. ssp. *japonica* cv. Nipponbare was used for all the experiments. The *rs33-1* mutant progeny was used for the phenotypic analysis [24]. For CRISPR/Cas9 editing, the expression of *Cas9* was driven by the *OsUBIQUITIN* promoter, and the sgRNAs were designed to target the 1st exon of the *RS33* locus *LOC_Os02g03040*. The sgRNA was synthesized as a polycistronic tRNA-gRNA (PTG) fragment with *Bsa*I overhangs for cloning under the *OsU3* promoter in pRGEB32.

*Agrobacterium tumefaciens*-mediated rice transformation was performed using strain EHA105, as described previously [24]. For genotyping, DNA was extracted from leaf samples, and PCR was conducted using gene-specific primers. Purified PCR products were cloned using the CloneJET PCR Cloning Kit (K1231). Sanger sequencing was used to analyze the mutations.

### 2.2. Phenotypic Analysis

Rice WT, *Cas9*, and homozygous mutant *rs33* seedlings were sown in a 2:1 mixture of ProMix BX and Green grade in 4-inch pots. The seedlings were allowed to grow until the seed-filling stage under controlled conditions in a growth chamber maintained at 60% relative humidity, temperatures of 27/25 °C, and a light intensity of 400 μmoles/m^2^/s, with a 16/8-h day/night photoperiod. Freshly harvested seeds of each genotype were used for carrying out stress tolerance assays. 

Salt sensitivity assays: To study the effect of salt on seed germination, seeds of individual genotypes were dehusked and surface-sterilized with 70% ethanol for 1 min, followed by a 2.5% bleach solution (with a few drops of Tween 20) for an additional 40 min. Subsequently, the seeds were thoroughly washed five times for 5 min each with sterile deionized water. The sterilized seeds were transferred to a Petri dish with sterile filter paper presoaked in ½-strength Murashige and Skoog (½ MS) medium supplemented with and without 100 mM NaCl, along with 0.5 g/L of MES. The Petri dishes were covered and incubated in a plant growth chamber maintained at 27 °C with 200 μmoles/m^2^/s of light under a 16/8-h day/night photoperiod. Seed germination was recorded manually every day for the stipulated time. The seeds were considered germinated after the emergence of the radicle. To test the effect of salt stress on seedling growth, the surface-sterilized seeds were placed on filter paper bridges in glass test tubes (20 cm long and 2.5 cm in diameter), each containing 10 mL of ½ MS medium supplemented with and without 100 mM NaCl. The test tubes with seeds were transferred to a growth chamber (under the above-mentioned conditions). The seedlings were allowed to be grown vertically. After the specified time, the seedlings were removed from the test tubes and dry blotted on filter paper, and the fresh weight and shoot length were measured. 

Low-temperature sensitivity assays: To test the low-temperature tolerance of these genotypes, surface-sterilized seeds were plated on ~70 mL of ½ MS medium supplemented with 0.5 g/L of MES and 0.8% Phytoblend in a square Petri dish. The Petri dishes were transferred to different growth chambers maintained at the indicated temperatures for a specified time. The Petri dishes were placed vertically to enable the equitable temperature treatment. Seed germination was recorded manually every day. The seeds were considered germinated after the emergence of the radicle.

No seed germination was noted at and below14 °C. Hence, the seeds that were initially subjected to the low-temperature treatments of 14 and 4 °C were subsequently transferred to 27 °C after 7 and 4 days, respectively, to enable seed germination. To test the effect of low temperature on seed germination and seedling growth, the surface-sterilized seeds were placed on filter paper bridges in glass test tubes, each containing 10 mL of ½ MS medium. The test tubes with seeds were transferred to a growth chamber maintained at the specified temperatures. The seeds were germinated, and the seedlings were allowed to be grown vertically. At the indicated times, the seedlings were removed from the test tubes and dry blotted on filter paper, and the fresh weight and shoot length were measured. 

### 2.3. RNA Isolation and RNA-Seq

Wild-type and mutant rice seeds were sterilized and transferred to ½ MS agar media (without sucrose) in glass jars for 7 days. For salt stress, 7-day-old seedlings were treated with 200 mM NaCl in ½ MS liquid media or mock-treated without NaCl for 3 and 6 h. For cold stress, 7-day-old seedlings were treated at 4 °C (in precooled ½ MS liquid media) for 3 and 6 h.

After the indicated treatments, total RNA was extracted from the seedlings using the Direct-zol RNA Miniprep Plus kit (Zymo Research, 17062 Murphy Ave., Irvine, CA 92614, USA). RNA samples with an RNA integrity number (RIN) ≥7.0 were selected for library construction and examined through a 2100 Bioanalyzer (Agilent Technologies, 5301 Stevens Creek Blvd. Santa Clara, CA 95051, USA). The TruSeq mRNA stranded kit was used for RNA seq library construction. The HiSeq-4000 platform is used to generate high-quality paired-end reads.

### 2.4. Analysis of RNA-Seq Data and Gene Functional Classification

RNA-seq data were analyzed as previously described [10].Briefly, Illumina adapters were removed from RNA-seq libraries, and read pairs were trimmed to the same length using Trimmomatic. TrimmomaticPE—LEADING:25, TRAILING:25, CROP:120, and MINLEN:120 arguments were used. Further alignment of the processed reads was done using STAR. The following processing pipeline was used: --outSAMtype BAM SortedByCoordinate --outReadsUnmapped Fastx --readFilesCommand zcat, --quantMode GeneCounts, --outFilterMultimapNmax 1. DEseq2 was used to estimate the significance of the differential gene expression, and FDR was used to correct the *p*-value during the pairwise comparison between genotypes. A gene was counted as differentially expressed if its adjusted *p*-value (FDR) was ≤0.01. Gene ontology enrichment analysis was done as described here [60] and simplified using GO slim terms.

rMATS v4.02 (Multivariate Analysis of Transcript Splicing (MATS): http://rnaseq-mats.sourceforge.net/; accessed on 24 June 2021) was used for differential splicing. The arguments used were: -nthread 4 --read-length 120-t paired --libType fr-firststrand. The gene annotation GTF file described here [46] was used as a reference annotation. Differentially spliced events were defined with FDR < 0.001 and |IncLevelDifference| > 0.

The UpSetR and eulerr R packages were used to compare the sets of DEGs or DAS. The PheatMap package was used for hierarchical clustering, and clusters were extracted using the cutree function. The log2 fold change (log2FC) values of the DEGs and IncLevelDifference of differentially retained introns were used to cluster DEGs and DAS. Lists of all comparisons of DEGs and DAS are listed in Supplementary Tables S2 and S3, respectively. 

### 2.5. RT-PCR

DNA digestion of the total RNA was done using an RNase-Free DNase Set (Invitrogen Cat. No. 18068-015). SuperScript First-Strand Synthesis System (Invitrogen, 168 Third Avenue Waltham, MA 02451, USA) was used to generate cDNA from the DNA-digested total RNA. PCR conditions were: initial denaturation at 95 °C for 2 min, then 40 cycles of 95 °C for 30 s, annealing temperature according to the primers for 30 s, and 72 °C for a variable time (according to the amplicon length); then, there was a final elongation at 72 °C for 5 min. The primer sequences used for RT-PCR are listed in Supplementary Table S1.

## 3. Results

### 3.1. OsRS33 Regulates Gene Expression and Pre-mRNA Splicing of a Small Set of Genes

OsRS33, a plant-specific SR protein, contains two RRMs at the N-terminus and one RS domain at the C-terminus (Figure 1a). Using the CRISPR/Cas9 genome editing tool, we targeted the first exon of the *OsRS33* locus and recovered a knockout mutant with an 11-nt deletion and a 1-nt substitution (Figure 1a) [24]. The *rs33* mutant did not exhibit any obvious growth or developmental defects compared to the wild type (WT), except for a subtle reduction in seedling growth (Figure S1). 

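RNA was sequenced from 7-day-old seedlings of the rice cultivar Nipponbare, either WT or *rs33*, kept for 3 h or 6 h in mock medium, which is ½ MS liquid medium without added NaCl. Each genotype and time point had 2 libraries, made with a stranded mRNA kit and read from both ends. The authors trimmed the reads with Trimmomatic, aligned them with STAR, counted the uniquely aligned reads per gene and compared the groups with DESeq2, calling DEGs at an adjusted p at or below 0.01. They called DAS events with rMATS v4.02 at a false discovery rate below 0.001. The tables they deposited list the called genes and events of each comparison and give no value per library, so the depth of each library is unknown and no model was fitted again here. The sources used here do not say whether the 2 libraries of a group came from separate plants, and the DESeq2 p-values measure only the spread between these libraries. The tests of overlap and direction made here count genes or events as separate, so their p-values do not measure that spread. Here, the calls were counted by direction, and a positive log2 fold change or inclusion-level difference means a higher value in *rs33* than in the WT. The inclusion level is the fraction of transcripts of an event that keep the intron, exon or exon end in question. From the ratio of adjusted to raw p-values and the rank of each gene, the number of genes tested was recovered as 26003 at mock 3 h and 24100 at mock 6 h. Most of the called genes are named only by identifier, since the deposited tables pair 17.7% of them with a description.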

To identify *RS33-*regulated genes, we performed a deep RNA sequencing analysis of seven-day-old WT and *rs33* seedlings. 

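*RS33* itself (Os02g0122800, chromosome 2 from 1193366 to 1197056, on a genome build that the sources used here do not name) was lower in *rs33* at mock 6 h, with a log2 fold change of −1.58 (standard error 0.24, adjusted p = 2.91e-08 from DESeq2) in the authors' deposited table. It was not among the genes called at mock 3 h. The authors' deposited table of splicing events also lists more retention in *RS33* between positions 1194629 and 1196094 in *rs33* at mock 6 h, with an inclusion-level difference of 0.457. The largest decrease at both time points was that of Os11g0206000, a conserved hypothetical protein, with log2 fold changes of −6.97 at mock 3 h and −7.29 at mock 6 h in the authors' deposited tables. At mock 6 h, the authors' deposited table gives −2.83 for Os10g0204400, similar to phosphoenolpyruvate carboxykinase, and −2.55 for Os03g0432100, similar to pyruvate, phosphate dikinase 2, on the log2 scale. Os01g0960500, a gene with a RING/FYVE/PHD-type zinc finger, was higher in *rs33* by 1.94 at mock 3 h and by 1.67 at mock 6 h on the log2 scale in the authors' deposited tables. The authors' deposited table for mock 3 h calls 111 genes, 72 higher and 39 lower in *rs33*, and that for mock 6 h calls 612 genes, 201 higher and 411 lower. Of these genes, 70 were called at both time points, where independent lists would share 2.82 (two-sided Fisher's exact test, p = 6.84e-84), and all 70 changed in the same direction. Of the genes called at mock 6 h, 435 were called between the genotypes at no other time point or treatment.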

A differential gene expression analysis between the WT and *rs33* plants revealed a reduced expression of ~150 genes, while ~100 genes were upregulated (Figure 1b). To determine the role of *RS33* in regulating pre-mRNA splicing, we analyzed the genome-wide RNA deep sequencing data to identify altered splicing events in the *rs33* mutant compared with the WT. 

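Under mock conditions, introns were more often retained in *rs33* than removed more completely, which did not hold in every treatment described below. Of the IR events that differed between the genotypes, 68.8% had a higher inclusion level in *rs33* at mock 3 h (232 of 337, two-sided exact binomial test, adjusted p = 1.31e-11 over 14 comparisons) and 70.2% at mock 6 h (287 of 409, same test, adjusted p = 9.26e-16). The share was 68.6% at mock 3 h and 69.5% at mock 6 h when each gene was counted by 1 event. In either count, a shift of 1 library could move many introns together, which these tests do not measure. The authors' deposited table lists 558 events at mock 3 h, of which 337 are IR, 84 A3′S, 89 A5′S and 48 SE. At mock 6 h, the authors' deposited table lists 725 events, of which 409 are IR, 129 A3′S, 122 A5′S and 65 SE. Of these events, 485 at mock 3 h and 557 at mock 6 h had an absolute inclusion-level difference above 0.2.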

We identified ~600 differential splicing events between the WT and *rs33* and found a high frequency of intron retention (IR) events, followed by alternative 3′ splice sites (A3′S), alternative 5′ splice sites (A5′S), and exon skipping (SE) events (Figure 1c).

To further validate these differential splicing events, we analyzed the IR events of a set of genes whose splicing is regulated by *RS33* using reverse transcription PCR (RT-PCR). We observed the IR of *OsRS29* transcripts specifically in the *rs33* mutant as compared to the WT (Figure 1e). Similarly, the IR events for transcripts of putative pentatricopeptide genes with 949 bp were enriched in the *rs33* background (Figure 1e). 

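*RS29* (Os04g0118900, similar to arginine/serine-rich splicing factor 1; chromosome 4 from 1120524 to 1125013) had 2 IR events at mock 6 h, and both were retained more in *rs33*. The authors' deposited table gives an inclusion-level difference of 0.726 for the event from 1123485 to 1124820 and of 0.603 for that from 1123752 to 1124820. For the first of these events, the differences between genotypes and treatments at 6 h bound the inclusion level of each group, if a group's mean is the same in every comparison. The bounds computed from them are 0.132 to 0.274 in the mock-treated WT and 0.858 to 1 in mock-treated *rs33*. Exon skipping was affected too, with inclusion-level differences of −0.132 and −0.136 at mock 6 h in the authors' deposited table. No event of *RS29* was listed between the genotypes at mock 3 h, and its expression was not called different at either time point.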

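The pentatricopeptide gene (Os08g0153600, chromosome 8 from 3079277 to 3084581) had more retention in *rs33* at both mock time points. The authors' deposited table gives an inclusion-level difference of 0.457 at mock 3 h for the event from 3081577 to 3084446 and of 0.579 at mock 6 h for that from 3081962 to 3084446. From the differences at 6 h, the inclusion level of the second event was bounded here at 0 to 0.421 in the WT and 0.579 to 1 in *rs33*. An A5′S event of the same gene had an inclusion-level difference of 0.496 at mock 6 h in the authors' deposited table.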

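Genes that changed in expression between the genotypes were seldom those that changed in splicing. At mock 3 h, 3 genes were in both lists, where independent lists would share 2.04 (two-sided Fisher's exact test, odds ratio 1.49, p = 0.461). At mock 6 h, 9 genes were in both lists against 14.6 for independent lists (odds ratio 0.606, same Fisher's exact test, p = 0.177), and at an adjusted p at or below 0.001 from DESeq2 the odds ratio changed direction to 1.01, with 6 shared genes. Over both time points together, 653 DEGs and 979 DAS genes shared 13 genes against 26.5 for independent lists (odds ratio 0.473, Fisher's exact test, p = 0.00463). This odds ratio was no longer past the threshold of 0.05 among DEGs at the stricter adjusted p (0.832, Fisher's exact test, p = 0.753), nor when only the genes called in any comparison formed the background (0.583, Fisher's exact test, p = 0.0660).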

A comparison of the differentially expressed genes (DEGs) with the differentially alternatively spliced (DAS) genes revealed that only eight genes were both differentially expressed and differentially spliced (Figure 1d). Our analysis did not show enrichment of any specific biological processes for the DEGs and DAS genes. Overall, our results indicate that *OsRS33* regulates the expression and splicing of a small set of genes during early seedling growth under the control conditions.

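The called genes made up 0.427% of the genes tested at mock 3 h and 2.54% of those tested at mock 6 h. Events were found in 452 annotated genes at mock 3 h and in 555 at mock 6 h in the authors' deposited table. The paper concludes that *RS33* acts on few genes in early seedlings under control conditions.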

### 3.2. The Osrs33 Mutant Is Hypersensitive to Salt and Cold Stresses 

To characterize the function of *OsRS33* in abiotic stress responses in rice, we subjected WT, transgenic *Cas9* (vector control), and *rs33* plants to salt or low-temperature stress. To examine the effect of salt stress on seed germination and coleoptile greening, WT, *Cas9*, and *rs33* seeds were exposed to 100 mM NaCl for ten days. The germination rates of all three lines were affected by the salt stress. However, *rs33* seeds exhibited significantly enhanced sensitivity to salt stress compared to WT and *Cas9* seeds (indicated by a lower germination rate) (Figure 2a,b). Furthermore, the inhibition of coleoptile greening was also higher in *rs33* seeds (Figure 2a), and coleoptile emergence was significantly delayed in *rs33* seeds compared to WT seeds. Salt stress also significantly reduced the shoot growth and fresh weight of *rs33* seedlings compared to WT and *Cas9* plants (Figure 2c,d).

We also examined the WT, *Cas9*, and *rs33* phenotypes during seed germination under low-temperature stress. Based on our preliminary germination studies, we designed four temperature treatments (27 °C for 9 days (control condition), 20 °C for 9 days, 14 °C for seven days, followed by 27 °C for four days, and 4 °C for four days, followed by 27 °C for seven days).

At 27 °C, WT and *Cas9* seeds exhibited rapid germination within 3 days, while *rs33* mutants seeds exhibited slightly delayed germination (Figure 3a, top left panel), with 100% germination by day 4. At 20 °C, germination was significantly delayed in all three genotypes. For example, over 60% and 50% of WT and *Cas9* seeds, respectively, germinated by the end of the third day and reached 100% germination on the fifth day, whereas the *rs33* mutant showed only 40% germination on the fifth day and took 9 days to obtain 100% germination (Figure 3a, bottom left panel). When seeds were exposed to 14 °C for seven days and transferred to 27 °C for four days, both WT and *Cas9* seeds exhibited rapid germination (within 1 day) and reached 100% on the 8th day, while *rs33* seeds exhibited delayed germination by 3 days and reached 100% on the 11th day (Figure 3a, top right panel). After exposure to 4 °C for four days and transferring to 27 °C, both WT and *Cas9* seeds exhibited >90% germination within one day at 27 °C. However, the germination of *rs33* seeds was significantly delayed with a germination rate of 10% on day 7, 60% on day 8, and 80% on day 9 (Figure 3a, bottom right panel).

We further analyzed the effect of low temperature on seedling growth by estimating the shoot length and fresh weight. In general, irrespective of the genotype, exposure to the continuous low temperature of 20 °C caused a significant reduction in seedling growth (Figure 3b). However, the *rs33* seedlings exhibited a significant reduction in growth compared to WT and *Cas9* plants, indicating their enhanced sensitivity to low temperatures (Figure 3b). Taken together, our results indicate that the loss of RS33 significantly impacts the salt and cold tolerance of rice seedlings, highlighting the role of *OsRS33* in abiotic stress responses.

### 3.3. Loss of OsRS33 Leads to Genome-Wide Splicing Defects and Major Gene Expression Changes under Salt Stress

To further determine the function of *OsRS33* during salt stress at the gene expression level, 7-day-old *rs33* and WT seedlings were subjected to salt stress for 3 and 6 h, followed by an RNA-seq analysis. 

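Seedlings of both genotypes were moved at 7 days to ½ MS liquid medium with 200 mM NaCl, and mock-treated seedlings to medium without it. With 2 libraries per genotype, treatment and time point, the salt comparisons rest on 8 groups, and the depth of each library is again unknown. The authors made these tables with the tools named for the mock comparisons, each salt group against the mock group of the same genotype and time point. The deposited fold changes are coded as mock over salt, which was read from genes known to rise under dehydration, and they were reversed here so that a positive value means higher under salt. Inclusion-level differences were reversed in the same way. The rise of dehydration genes under salt is thus set by this reading and is not a separate result. Counts of calls are those of the authors, and overlaps, direction tests and differences between the genotypes' responses were computed here from the called genes. Genes that were not called carry no value, so no list could be adjusted on its own. The number of genes tested was recovered as 26638 and 25369 in the WT and as 25369 and 26003 in *rs33*, at 3 h and 6 h. Some genes below carry names from a list written from general knowledge of rice, and the files do not pair these identifiers with those names.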

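Few genes of the lists were called after 3 h of salt. Of the 16 genes of the ABA and dehydration list, 3 were called in the WT and 4 in *rs33*, all higher (two-sided Fisher's exact test against the other called genes, adjusted p = 0.628 in both). *GOLS1* (Os03g0316200, similar to galactinol synthase) rose by a log2 fold change of 1.85 in the WT (standard error 0.33, adjusted p = 9.15e-06 from DESeq2) and 1.79 in *rs33* (standard error 0.33, adjusted p = 4.60e-05 from DESeq2) in the authors' deposited tables. The sulfate transporter gene *SULTR1;2* (Os03g0196000) changed by −1.72 in the WT and −1.41 in *rs33* on the log2 scale in the authors' deposited tables. Os11g0454000, listed as *RAB16C*, rose by 3.21 in the WT and 3.09 in *rs33* on the log2 scale in the authors' deposited tables. The authors' deposited table for the WT calls 148 genes, 88 higher and 60 lower under salt, and that for *rs33* calls 164 genes, 103 higher and 61 lower. The lists shared 75 genes, where independent lists would share 0.957 (two-sided Fisher's exact test, odds ratio 290, p = 1.89e-130). All 75 moved in the same direction in both genotypes, and 0 differed in their response at an adjusted p under 0.01 by a z test on the deposited fold changes and standard errors, with 3 at an unadjusted p under 0.05. In 1 simulated run, this test recovered 38.8% of genes whose responses differed by 1 on the log2 scale and 76.1% of those that differed by 2. That run drew standard errors from a pool over all 8 stress comparisons and had 2000 genes called in both genotypes. It therefore does not give the power for these 75 genes.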

After 3 h of salt stress treatment, we identified 148 and 164 DEGs in *rs33* and WT plants, respectively (Figure 4a). However, after 6 h of salt stress treatment, there was a slight increase in the number of DEGs in the WT and a large increase in the number of DEGs (2344) in the *rs33* mutant (Figure 4a). 

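After 6 h of salt, Os05g0542500, listed as *LEA3*, was higher by a log2 fold change of 3.47 in the WT (standard error 0.44, adjusted p = 3.87e-12 from DESeq2) and 4.30 in *rs33* (standard error 0.44, adjusted p = 3.29e-19 from DESeq2) in the authors' deposited tables. Os11g0454300, listed as *RAB16A*, rose by 3.02 in the WT and 4.03 in *rs33* on the log2 scale in the authors' deposited tables. *PHR3* (Os02g0139000, a regulator of phosphate signaling) rose by 2.32 and *ENA1* (Os11g0151500) changed by −2.16 on the log2 scale in *rs33* in the authors' deposited table. Os02g0745100, listed as the silicon transporter *Lsi1*, changed by −2.62 in the WT and −1.19 in *rs33* on the log2 scale in the authors' deposited tables. Of the 16 genes of the ABA and dehydration list, 8 were called in *rs33* and all 8 were higher (two-sided Fisher's exact test against the other called genes, adjusted p = 0.0154 over 31 list tests), and 5 of 5 were higher in the WT (same test, adjusted p = 0.149), a difference between the genotypes that was not tested. The *rs33* result did not hold under stricter filters, where its adjusted p from Fisher's exact test ranged from 0.0662 to 0.162. Dehydration genes also set the sign of these comparisons, so the tests bear only on whether the genes of the list moved together. Called genes of root transport were lower, 3 of 3 in the WT and 2 of 2 in *rs33*, as were those of iron acquisition, 2 of 2 in the WT and the only 1 called in *rs33*. No gene of the list for sodium and potassium transport was called in any comparison. The authors' deposited tables call 583 genes in the WT, 240 higher and 343 lower, and 2344 in *rs33*, 908 higher and 1436 lower. The lists shared 233 genes against 53.9 for independent lists (odds ratio 7.15, Fisher's exact test, p = 6.43e-91), and 228 of these moved in the same direction.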

A majority of these DEGs (2058) in the *rs33* mutant were unique and did not overlap with those in the WT (Figure S2a). 

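A gene called only in *rs33* may differ from the WT in its level after salt, in its level in the mock group, or in neither to a degree that was called. Of the genes called in each salt comparison, 2058 of *rs33* at 6 h, 321 of the WT at 6 h, 41 of *rs33* at 3 h and 15 of the WT at 3 h were called in no other, and 47 genes were called in all 4. At 6 h, 2111 genes were called in *rs33* and not in the WT. Of these, 162 were called between the genotypes at mock 6 h alone, 94 at salt 6 h alone, 8 at both and 1847 at neither. Of those called at only 1 of the 2 conditions, 63.3% were called at mock, against 52.6% of the other genes called between the genotypes at only 1 of these conditions (two-sided Fisher's exact test, odds ratio 1.55, p = 0.00442). Other sets went the opposite way, with 11 genes at mock and 39 at salt among those called in the WT alone at 6 h (Fisher's exact test, odds ratio 0.206, p = 1.12e-06), and 1 and 16 among those called in *rs33* alone at 3 h (Fisher's exact test, odds ratio 0.154, p = 0.0442). Among the 233 genes called in both genotypes at 6 h, 6 differed in their response at an adjusted p under 0.01 by the z test, and 35 at an unadjusted p under 0.05. Of the 6, 5 were called in opposite directions in the genotypes, which nearly ensures that they pass. The smallest p by that test was at Os12g0437800, with a log2 fold change of 1.48 in *rs33* (standard error 0.30) and −1.45 in the WT (standard error 0.30) in the authors' deposited tables and an adjusted p of 1.81e-09 for the difference. Only 2 of the 6 genes passed when the standard errors were multiplied by 1.5.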

Hierarchical clustering revealed the expression profiles of the DEGs in response to salt stress, which were grouped into four co-expression modules (Figure 4b). Strikingly, the largest cluster (cluster 1) corresponded to a set of genes strongly associated with protein translation (p.adj < 1.6 × 10^−148^) and associated processes such as ribosome biogenesis (p.adj < 3.7 × 10^−121^). This cluster corresponded to genes that were repressed by salt stress in the *rs33* background as compared to the WT. By contrast, the genes of cluster 3 were specifically induced after 6 h of salt stress in the *rs33* mutant and were enriched for the genes associated with the response to water deprivation (p.adj < 2.41 × 10^−6^) and response to ABA (p.adj < 1.9 × 10^−4^) (Figure S2b).

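The authors' deposited GO table for the salt clusters gives 1385 genes in cluster 1 and an adjusted p of 1.60e-148 for translation, with 260 of the 697 genes of that term. It gives an adjusted p of 1.04e-118 for ribosome biogenesis (163 genes) and of 3.70e-121 for ribonucleoprotein complex biogenesis (186 genes) in the same authors' deposited table. All 260 translation genes were called lower under salt in *rs33* at 6 h, with a median log2 fold change of −1.04 over the deposited values. All 163 genes of ribosome biogenesis were lower as well, with a median of −1.10. None of the 260 was called in *rs33* at 3 h or in the WT at 3 h or 6 h. The cluster was formed from these same libraries, so the direction of its genes is not independent evidence.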

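The GO table lists the genes behind each term, and from them 1317 of the 1385 members of cluster 1 (95.1%) were recovered. At salt 6 h against mock 6 h, 1274 of them were called in *rs33*, 5 higher and 1269 lower, with a median log2 fold change of −1.07. In the WT, 68 were called, 38 higher and 30 lower. Between the genotypes at salt 6 h, 56 were called, 1 higher and 55 lower in *rs33* (median log2 fold change −1.02, two-sided exact binomial test, p = 1.58e-15). At mock 6 h, 72 were called, 71 higher and 1 lower in *rs33* (median 1.20, same exact binomial test, p = 3.09e-20). For the 70 genes with both a response in *rs33* and a difference at mock 6 h, the sum of the 2 log2 values gives the level of salt-treated *rs33* over the mock-treated WT, and its median was −0.11. For the 54 genes with a response in *rs33* and a difference at salt 6 h, the corresponding level of mock-treated *rs33* over the salt-treated WT had a median of 0.04. These genes were picked through calls that share libraries, so the tests and medians are not independent evidence either. Of the translation genes, 19 were called between the genotypes at mock 6 h, all higher in *rs33* (exact binomial test, p = 3.81e-06), and 2 at salt 6 h, both lower. The paper states that this cluster was repressed in *rs33* relative to the WT.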

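Of the 930 genes of cluster 3, 665 (71.5%) were recovered from the deposited GO table. In *rs33* at salt 6 h, 593 were called, 588 of them higher, with a median log2 fold change of 1.27. In the WT at 6 h, 117 were called, 52 higher and 65 lower. Between the genotypes, 45 were called at salt 6 h, all higher in *rs33* (median log2 fold change 1.35, two-sided exact binomial test, p = 5.68e-14), and 70 at mock 6 h, of which 68 were lower in *rs33* (median −1.44, same exact binomial test, p = 4.21e-18). The summed level of salt-treated *rs33* over the mock-treated WT had a median of −0.02 for the 68 genes that carry both values. Cluster 3 too was formed from these same libraries, the salt response of *rs33* among them. That choice largely fixes these directions, so an equal split is not a fair reference for them. Of the 18 genes for response to water deprivation, 15 were called in *rs33* at 6 h and all rose, and 8 were called in the WT, 5 of which rose. The authors' deposited table gives adjusted p-values of 2.41e-06 for response to water deprivation, 5.15e-07 for response to water and 0.00197 for response to abscisic acid. Of the 19 genes of the last term, 17 were called and higher in *rs33* at 6 h, and 6 of the 8 called in the WT were higher.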

To further examine the global defects in pre-mRNA splicing, we used rMATS and defined AS events with FDR < 0.001 and |IncLevelDifference| > 0.2 as DAS. 

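The authors' deposited table lists 1158 events over 3 h and 6 h of salt in the WT and 1151 in *rs33*. Events that appear at both time points were few, 16 in the WT and 30 in *rs33*, which leaves 1142 and 1121 distinct events as counted here. Some events of different types carry the same identifier, and counted by identifier alone there are 1135 and 1116. Of the listed events, 859 in the WT and 979 in *rs33* had an absolute inclusion-level difference above 0.2, and the smallest absolute difference in the authors' deposited table is 0.101. By time point, the authors' deposited table lists 249 events at 3 h and 909 at 6 h in the WT, and 461 at 3 h and 690 at 6 h in *rs33*.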

After comparing the control and salt stress conditions, we detected 1158 and 1116 nonredundant DAS events significantly regulated by salt stress in the WT and the *rs33* mutant, respectively. All types of AS events, such as IR, SE, A5′S, and A3′S events, were detected. Among these, differential IR represented the majority of events (Figure 4c). These AS events were mostly specific to the treatment time and the genotype and showed limited overlap (Figure 3a). 

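IR made up 67.3% of the events in the WT and 58.3% in *rs33*, and its direction under salt differed between the genotypes at 6 h. In *rs33* at 6 h, 33.9% of IR events had a higher inclusion level under salt (126 of 372, two-sided exact binomial test, adjusted p = 1.36e-09), against 49.8% in the WT (304 of 611, same exact binomial test, adjusted p = 0.936). The odds of more retention in *rs33* relative to the WT were 0.517 at 6 h (two-sided Fisher's exact test, adjusted p = 2.47e-06 over 4 tests) and 1.52 at 3 h (adjusted p = 0.0449 by the same Fisher's exact test), where the shares were 56.9% in *rs33* and 46.4% in the WT. Among events with an absolute inclusion-level difference above 0.2, neither odds ratio was past the threshold of 0.05, at 0.782 for 6 h (Fisher's exact test, adjusted p = 0.124) and 1.41 for 3 h (Fisher's exact test, adjusted p = 0.118), and the WT share at 6 h was 38.9%. Between the genotypes, 75.3% of IR events were retained more in *rs33* at salt 3 h (311 of 413, exact binomial test, adjusted p = 8.14e-25) and 51.4% at salt 6 h (261 of 508, exact binomial test, adjusted p = 0.608). Above a difference of 0.2, the share at salt 6 h was larger and past the threshold.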

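At 3 h, the genotypes shared 10 events, of which 7 had the same sign (two-sided exact binomial test, p = 0.344). At 6 h, they shared 49 events, of which 31 had the same sign (exact binomial test, p = 0.0854). The shared events were 2.17% of those of *rs33* at 3 h and 7.10% at 6 h. Of the 1559 annotated genes with an event under salt, no gene was listed in all 4 comparisons. Those listed in only 1 comparison numbered 140 in the WT at 3 h, 542 in the WT at 6 h, 273 in *rs33* at 3 h and 362 in *rs33* at 6 h. The events of one genotype were thus mostly absent from the other's list, but an event that was not listed carries no value, so that its inclusion level may still have moved.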

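From the deposited GO table of the salt DAS clusters, 161 of the 298 genes of cluster 1 (54.0%) and 233 of the 408 of cluster 2 (57.1%) were recovered. In cluster 1, 73 of 74 IR events were retained less under salt in *rs33* at 6 h (two-sided exact binomial test, p = 7.94e-21), and 40 of 59 were retained more in the WT (exact binomial test, p = 0.00864). In cluster 2, 32 of 40 IR events were retained less in *rs33* at 6 h (exact binomial test, p = 1.82e-04), and 85 of 103 were retained more in the WT (exact binomial test, p = 1.36e-11). The lowest adjusted p in cluster 1 was that of histone ubiquitination (0.0170, 2 genes), and in cluster 2 that of RNA-directed DNA methylation (0.0230, 2 genes), in the authors' deposited table. The clusters were formed from these libraries, which fixes much of their direction.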

Clustering of the DAS events in response to salt stress segregated them into five coregulated modules (Figure 4d and Figure S3b). We then compared the DEGs with DAS events in *rs33* and WT plants after 3 h and 6 h of salt treatment (Figure 4e). 

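In the WT, 25 genes were both DEGs and DAS genes under salt at either time point, where independent lists would share 23.7 (two-sided Fisher's exact test, odds ratio 1.06, p = 0.750). Among events with an absolute inclusion-level difference above 0.2, this odds ratio lay on the other side of 1, at 0.952. In *rs33*, 58 genes were in both lists against 85.2 for independent lists (Fisher's exact test, odds ratio 0.650, p = 0.00114). With a background of the genes called in any comparison, the odds ratio in *rs33* was 0.817 and no longer past the threshold (Fisher's exact test, p = 0.193). The shared genes were 3.91% of the 639 DEGs of the WT and 2.40% of the 2413 DEGs of *rs33*.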

Most of the DEGs were unique, and very few of them were alternatively spliced (Figure 4e), uncoupling the transcription from AS regulation. 

Moreover, we tested the IR of a few selected genes that were alternatively spliced in *rs33* compared to the WT after salt stress treatment by semi-quantitative RT-PCR using primers flanking the retained introns in these target genes. The pre-mRNA splicing factor SF2 was differentially spliced, and isoforms of 500 bp and 592 bp were enriched in the *rs33* mutant after salt treatment (Figure 4f, top left panel). 

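*SF2* (Os01g0316600, chromosome 1 from 11958709 to 11965883) lost retention in salt-treated *rs33*. For the IR event from 11963030 to 11964058, the authors' deposited table gives inclusion-level differences of −0.564 at 3 h and −0.570 at 6 h of salt in *rs33*. From the differences at 3 h, the inclusion level was bounded here at 0.564 to 1 in mock-treated *rs33* and 0 to 0.436 in salt-treated *rs33*. Other events of the gene also had lower inclusion levels under salt in *rs33*, with inclusion-level differences at 3 h of −0.533 for the A5′S, −0.528 for the A3′S and −0.519 and −0.447 for the SE events in the authors' deposited table. No salt event of *SF2* was listed in the WT. Its expression rose in the WT at 6 h, with a log2 fold change of 1.38 (standard error 0.33, adjusted p = 0.00208 from DESeq2) in the authors' deposited table, and was not called in *rs33* under salt.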

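The helix-loop-helix gene (Os01g0952800, chromosome 1 from 41971339 to 41978408), which the paper identifies as *IRO2*, had an IR event from 41971339 to 41975795 with an inclusion-level difference of 0.758 after 3 h of salt in *rs33* in the authors' deposited table. Its inclusion level was bounded here at 0 to 0.242 in mock-treated *rs33* and 0.758 to 1 in salt-treated *rs33*. No salt event of this gene was listed in the WT. Its expression fell in both genotypes at 6 h, with log2 fold changes of −2.95 in the WT (standard error 0.44, adjusted p = 9.52e-09 from DESeq2) and −2.92 in *rs33* (standard error 0.44, adjusted p = 5.05e-09 from DESeq2) in the authors' deposited tables.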

For the helix-loop-helix DNA-binding domain-containing protein, the isoforms of 1807 bp and 3178 bp were differentially enriched between the WT and *rs33* plants (Figure 4f). 

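The gene for the D-mannose-binding lectin family protein (Os01g0783900, chromosome 1 from 33217258 to 33222932) lost retention under salt in *rs33* at 6 h. The authors' deposited table gives an inclusion-level difference of −0.676 for its IR event from 33219979 to 33220845. The bounds computed here from the differences at 6 h are 0.762 to 1 in mock-treated *rs33*, 0.086 to 0.324 in salt-treated *rs33* and 0.147 to 0.385 in the mock-treated WT. At 3 h, the same event was bounded at 0 to 0.42 in mock-treated *rs33*. The loss at 6 h thus started from a higher mock level than that at 3 h. The ubiquitin carboxyl-terminal hydrolase gene (Os04g0667500, chromosome 4 from 34071187 to 34077292) had more retention in *rs33* than in the WT under salt. For its IR event from 34073872 to 34074462, the authors' deposited table gives inclusion-level differences between the genotypes of 0.296 at salt 3 h and 0.314 at salt 6 h. A second IR event, from 34075648 to 34077292, was retained less in *rs33* at salt 6 h, by −0.196 in the authors' deposited table.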

The presence of both isoforms of *D-MANNOSE-BINDING LECTIN FAMILY PROTEIN* was significantly enhanced in the *rs33* mutant; similarly, the *UBIQUITIN CARBOXYL-TERMINAL HYDROLASE*, *FAMILY 1* isoform of 582 bp was increased in the *rs33* mutant (Figure 4f) under salt stress. These results indicate that RS33 regulates the splicing patterns of specific genes in response to salt stress.

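Of the 26 events for which all differences among WT and *rs33*, mock and stress were listed, the differences of 21 closed to within 0.002, and the largest mismatch was 0.344. The bounds on inclusion levels hold only if the mean of each group was the same in every comparison. The paper concludes from its own results that RS33 acts on the splicing of particular genes under salt.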

### 3.4. Low Temperature Differentially Affects Global Gene Expression and AS in rs33 and WT Plants

In plants, cold stress impacts pre-mRNA splicing and gene expression. 

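For cold, seedlings of both genotypes were moved at 7 days to medium precooled to 4 °C for 3 h or 6 h, with 2 libraries per genotype and time point. These groups were compared with the same 8 mock libraries that served the salt comparisons, and the depth of each library is unknown here too. The authors' tables were made with the tools named for the mock comparisons, and the deposited fold changes, coded as mock over cold, were reversed here so that a positive value means higher in the cold. Inclusion-level differences are likewise cold minus mock. The counts below are those of the authors' calls, and the overlaps, direction tests and bounds were computed here. The number of genes tested was recovered as 26638 at 3 h in both genotypes, and at 6 h as 27272 in the WT and 27907 in *rs33*. The names *DREB1A* to *DREB1C*, *ZFP15*, *ZFP182* and those of clock genes come from a list written from general knowledge of rice, and the files do not pair them with the identifiers.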

To investigate the role of *OsRS33* in cold-regulated gene expression we exposed 7-day-old *rs33* and WT seedlings to low-temperature (4 °C) stress for 3 h and 6 h, then performed RNA-seq and analyzed the data for DEGs and DAS events. Our analysis identified a large number of genes whose expression was regulated by low temperature. 

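The called genes of the cold regulon list rose in both genotypes, and *DREB1B* (Os09g0522000) had the largest increase of all genes in each of the 4 cold comparisons. It rose by a log2 fold change of 8.74 in the WT (standard error 0.34, adjusted p = 2.04e-145 from DESeq2) and 7.82 in *rs33* (standard error 0.32, adjusted p = 1.08e-124 from DESeq2) at 3 h, and by 9.05 and 8.96 at 6 h, in the authors' deposited tables. *DREB1A* (Os09g0522200) rose by 3.78 in the WT and 5.07 in *rs33* at 6 h on the log2 scale in the authors' deposited tables. The zinc finger gene *ZFP15* (Os03g0820400) rose by 5.27 in the WT and 6.53 in *rs33*, and *ZFP182* (Os03g0820300) by 5.15 and 5.79, at 6 h in the authors' deposited tables. Of the 7 genes of the cold regulon list, 5 were called in each genotype at 3 h, 5 in the WT and 6 in *rs33* at 6 h, and all were higher (two-sided Fisher's exact tests against the other called genes, adjusted p from 0.149 to 0.161). This list was used to read the sign of the cold comparisons, so the rise of its genes was set by that reading. Of the 9 genes of the circadian clock list, 5 were called in the WT at 6 h, 1 higher and 4 lower, and 4 in *rs33*, 1 higher and 3 lower. *OsCCA1* (Os08g0157600) rose by 2.36 in the WT and 3.00 in *rs33*, and *OsGI* (Os01g0182600) changed by −1.71 and −1.30, at 6 h on the log2 scale in the authors' deposited tables. The DUF151 gene Os01g0702000 changed by −2.93 in the WT and −3.22 in *rs33* at 6 h on the log2 scale in the authors' deposited tables. By direction, the authors' deposited tables call 829 genes higher and 1038 lower in the WT at 3 h, 1023 and 1130 in *rs33* at 3 h, 2320 and 2652 in the WT at 6 h, and 1902 and 1875 in *rs33* at 6 h. At 3 h, the genotypes shared 1178 called genes against 150.9 for independent lists (Fisher's exact test, odds ratio 41.7), and all 1178 moved in the same direction.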

The number of DEGs was 1867 for WT-3h, 2153 for *rs33*-3h, 4972 for WT-6h, and 3777 for *rs33*-6h (Figure 5a). Interestingly, at the 3-h time point, *rs33* had a higher number of DEGs, while, at 6 h, the WT had a higher number of DEGs, indicating that the *rs33* mutant was less responsive to prolonged low-temperature stress. 

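At 6 h, 2366 genes were called in both genotypes, where independent lists would share 688.6 (two-sided Fisher's exact test, odds ratio 13.4), and 2362 of them moved in the same direction. Among these shared genes, the median difference in the size of the response, *rs33* minus WT, was −0.02 on the log2 scale, 1138 genes responded more strongly in *rs33* and 1228 less, and 6 differed at an adjusted p under 0.01 by the z test, of which 0 passed when the standard errors were multiplied by 1.5. At an unadjusted p under 0.05, 224 differed, and 34 with the multiplied standard errors. Of the 6, 4 were called in opposite directions in the genotypes, which nearly ensures that they pass. Of the rest, Os03g0640000 rose by 5.15 in *rs33* and 3.21 in the WT, and Os02g0194700 by 4.23 and 1.49, on the log2 scale in the authors' deposited tables. The genes called in the WT alone carry no deposited value for *rs33*, so the size of their response there is not known. Of these 2606 genes, 258 were called between the genotypes at mock 6 h alone, 5 at cold 6 h alone, 6 at both and 2337 at neither. Of those called at only 1 of the 2 conditions, 98.1% were called at mock, against 85.9% of the other genes called between the genotypes at only 1 of them (two-sided Fisher's exact test, odds ratio 8.48, p = 2.38e-08). Of the 1411 genes called in *rs33* alone, 73 were called between the genotypes at mock 6 h alone and 13 at cold 6 h alone, a lower share than among the other genes (84.9% against 92.3%, Fisher's exact test, odds ratio 0.471, p = 0.0373). The mock libraries of a genotype enter both its cold response and the comparison of the genotypes at mock, so chance spread between them would also place genes in both lists. In all, the authors' deposited tables call 115 genes between the genotypes at cold 6 h and 221 at cold 3 h. From the higher number of DEGs in the WT at 6 h, the paper concludes that *rs33* responded less to prolonged cold.

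**Figure D1:**
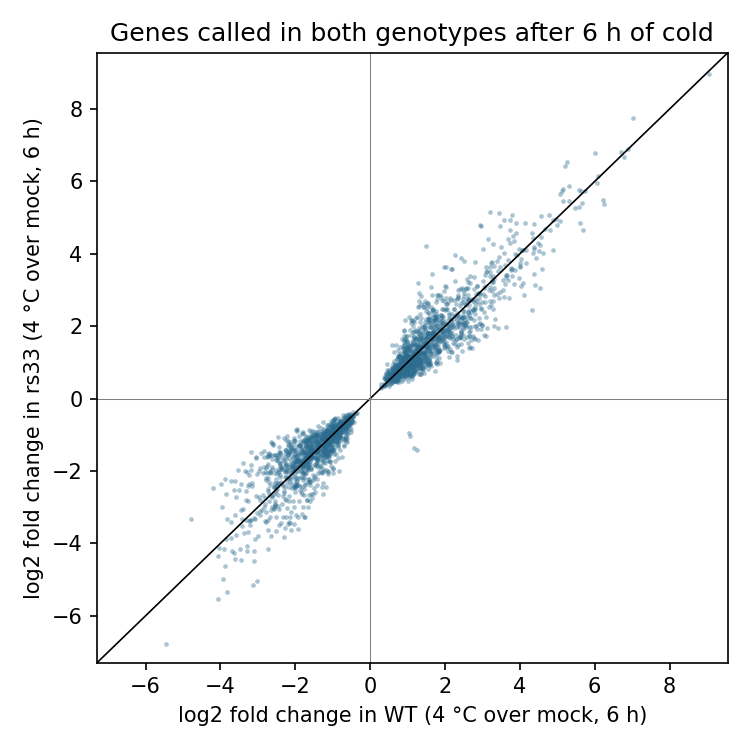
Log2 fold change of cold over mock at 6 h in the WT (x axis) and in *rs33* (y axis) for the 2366 genes called in both genotypes, from the authors' deposited values. The points lie along the line of equal response, and 2362 have the same sign in both genotypes.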

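In total, 7032 genes were called in at least 1 cold comparison and 834 of them in all 4, 436 higher and 398 lower in the cold. The genes called in no other cold comparison made up 39.9% of the calls of the WT at 6 h, 32.6% of those of *rs33* at 6 h, 10.9% of those of the WT at 3 h and 16.1% of those of *rs33* at 3 h. Salt and cold shared genes as well. At 6 h, 265 genes of the WT and 604 of *rs33* were called under both stresses, of which 246 and 520 moved in the same direction. Both stresses were compared with the same mock libraries. Unchanged groups simulated against shared mock libraries gave an overlap of 0, but at most 0.02 genes were called in them on average, so that value does not measure what the sharing adds among real calls. Independent lists among the genes tested would share 21.9 genes higher and 35.9 lower in the WT, against 69 and 177 observed, and 66.4 higher and 103.5 lower in *rs33*, against 231 and 289 observed. Part of this excess may come from the shared mock libraries, which are too few to be split. With a background of only the genes called in any comparison, the odds ratios at 6 h were 0.646 in the WT and 0.374 in *rs33*. That background consists largely of the salt and cold calls themselves, which lowers these odds ratios by construction, so they decide nothing about the excess.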

The unique DEGs numbered 1984 for WT-6h, 1230 for *rs33*-6h, 203 for WT-3h, and 347 for *rs33*-3h and showed substantial overlap (Figure 4a). 

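From the deposited GO table, 1851 of the 2008 genes of cluster 1, 852 of the 1075 of cluster 2, 1331 of the 1646 of cluster 3, 960 of the 1583 of cluster 4 and 454 of the 720 of cluster 5 were recovered, or 92.2%, 79.3%, 80.9%, 60.6% and 63.1%. Of the 35 photosynthesis genes of cluster 1, 27 were called at 6 h in the WT and 33 in *rs33*, all higher in the cold. Of the called members of cluster 2 at 6 h, 789 of 798 were higher in the WT and 309 of 341 in *rs33*. Of the called members of cluster 3, 1212 of 1233 were lower in the WT and 443 of 493 in *rs33*. The cold clusters were formed from these same libraries, so the direction of their genes is not independent evidence, and members that were not called carry no value. Of the cluster 3 genes called between the genotypes at mock 6 h, all 133 were lower in *rs33* (median log2 fold change −2.03, two-sided exact binomial test, p = 1.84e-40), while 5 were called at cold 6 h. The authors' deposited table gives adjusted p-values of 2.76e-06 for photosynthesis and 2.49e-04 for reactive oxygen species metabolic process in cluster 1, and of 1.15e-04 for glycoprotein metabolic process in cluster 4.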

Hierarchical clustering revealed five co-expressed modules, and their functional annotations were associated with photosynthesis and reactive oxygen species metabolic processes (cluster 1), amino acid metabolic process (cluster 2), xylan catabolic process and cell communication (cluster 3), glycoprotein metabolic process, cell wall organization and biogenesis, protein folding (cluster 4), phosphorus metabolic process, xylem development, and phosphorylation (cluster 5) (Figure 4b). Strikingly, cluster 5 showed the upregulation of phosphorylation and phosphorus metabolism genes at both time points in the *rs33* mutant, indicating a strong role of *RS33* in phosphorus metabolism during cold stress (Figure 4b and Figure 5b). 

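Of the cluster 5 genes called at 3 h, 118 of 158 rose in *rs33* and 159 of 186 fell in the WT (median log2 fold change −1.28). At 6 h, 98 of 187 rose in *rs33* and 279 of 323 fell in the WT. Between the genotypes, 16 of 18 called genes were higher in *rs33* at cold 3 h (two-sided exact binomial test, p = 0.00131) and 15 of 17 at cold 6 h (exact binomial test, p = 0.00235), whereas 3 of 14 were higher at mock 6 h (exact binomial test, p = 0.0574). The cluster was formed from these same cold responses, so an equal split is not a fair reference. Of the 87 cluster 5 genes for phosphate-containing compound metabolic process, 25 rose and 8 fell in *rs33* at 3 h (exact binomial test, p = 0.00455), and 22 rose and 16 fell at 6 h (exact binomial test, p = 0.418). In the WT, 6 rose and 28 fell at 3 h, and 11 rose and 53 fell at 6 h. Of the 65 genes for phosphorylation, 13 rose and 8 fell in *rs33* at 3 h and 13 rose and 14 fell at 6 h, against 3 and 25, and 4 and 45, in the WT. The authors' deposited table gives adjusted p-values of 0.0321 for phosphate-containing compound metabolic process, 0.0397 for phosphorus metabolic process and 0.133 for phosphorylation in this cluster. The paper infers a role of *RS33* in phosphorus metabolism during cold.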

Cluster 1 showed a strong upregulation of the oxidative stress response in *rs33* at 6 h of cold treatment as compared to the WT, while cluster 4 showed the downregulation of cell wall biogenesis in *rs33* at 6 h (Figure 4b and Figure 5b).

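At 6 h of cold, 1130 of the 1189 called genes of cluster 1 rose in *rs33* and 755 of 1108 in the WT. Of the 40 cluster 1 genes for response to oxidative stress, 22 rose and 3 fell in *rs33* (two-sided exact binomial test, p = 1.57e-04), and 17 rose and 9 fell in the WT (exact binomial test, p = 0.169), and the difference between these tallies was not tested. None of these 40 was called between the genotypes at cold 6 h, 3 were called at mock 6 h, all lower in *rs33*, and 2 at cold 3 h, both lower in *rs33*. Over the whole cluster, 102 of the 105 genes called between the genotypes at mock 6 h were lower in *rs33* (median log2 fold change −1.51, exact binomial test, p = 9.52e-27), and 6 of the 9 called at cold 6 h were higher (exact binomial test, p = 0.508). In cluster 4, 688 of 723 called genes fell in *rs33* at 6 h (median −1.30), and 218 of 437 fell in the WT. All 34 cluster 4 genes called between the genotypes at mock 6 h were higher in *rs33* (exact binomial test, p = 1.16e-10), and at cold 6 h 1 was higher and 2 were lower. Of the 47 genes for cell wall organization or biogenesis, 43 of the 44 called fell in *rs33* at 6 h and 21 of the 23 called fell in the WT. For this term, the authors' deposited table gives an adjusted p of 1.29e-04. Clusters 1 and 4 were formed from these same cold responses. The mock libraries enter both those responses and the comparison of the genotypes at mock 6 h. An equal split is therefore not a fair reference for the tests on these 2 clusters.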

To further dissect the role of *RS33* during pre-mRNA splicing regulation under cold stress, we performed a splicing analysis and identified DAS events for each genotype and time point. All types of AS events were detected, with IR representing the majority of AS events (Figure 5c). 

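In the WT, cold shifted splicing towards more retention at 6 h, and in *rs33* it did not. Of the IR events at 6 h, 61.5% were retained more in the cold in the WT (1322 of 2148, two-sided exact binomial test, adjusted p = 1.05e-25 over 14 comparisons) and 46.1% in *rs33* (861 of 1868, exact binomial test, adjusted p = 0.00158). The odds ratio of *rs33* to the WT was 0.534 (two-sided Fisher's exact test, adjusted p = 4.46e-22 over 4 tests). Counted by 1 event per gene, the shares were 58.9% and 43.6%. Much of the gain in the WT was in small differences, since among events with an absolute inclusion-level difference above 0.2 its share was 51.6% (exact binomial test, adjusted p = 0.291). At 3 h, 53.6% of IR events were retained more in the WT (558 of 1041, exact binomial test, adjusted p = 0.0305) and 51.4% in *rs33* (561 of 1091, exact binomial test, adjusted p = 0.462). Above the difference of 0.2, both shares at 3 h lay on the other side of 50%, at 49.7% in the WT and 41.7% in *rs33*. Between the genotypes, 58.4% of IR events were retained more in *rs33* at cold 3 h (188 of 322, exact binomial test, adjusted p = 0.00539). At cold 6 h, the share was 40.3% (124 of 308, exact binomial test, adjusted p = 0.00158), so most were retained less in *rs33*. The authors' deposited table lists 1424 events in the WT and 1524 in *rs33* at 3 h, and 3277 and 2879 at 6 h. IR events in genes that the annotation words place among SR proteins or splicing factors went both ways in the cold, with 1 retained more and 3 less in the WT and 3 more and 3 less in *rs33* at 3 h, and 3 more and 8 less in the WT and 1 more and 7 less in *rs33* at 6 h. The U2 snRNP auxiliary factor gene Os05g0564200 had inclusion-level differences of −0.462 at 3 h and −0.545 at 6 h in the WT and of −0.476 and −0.395 in *rs33* in the authors' deposited table. Os05g0364600, similar to *SF2*, had −0.644 at 3 h and −0.825 at 6 h in the WT for separate IR events in the authors' deposited table. Os06g0673700, a hypothetical protein in 1 of the 2 descriptions, had more retention in *rs33* at 3 h, with differences of 0.540 and 0.351 for 2 IR events in the authors' deposited table.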

Our analysis identified IR events numbering 1041 for WT-3h, 1091 for *rs33*-3h, 2148 for WT-6h, and 1868 for *rs33*-6h (Figure 5c). A large set of unique DAS events was identified for each genotype: 874 for WT-6h, 625 for *rs33*-6h, 370 for WT-3h, and 406 for *rs33*-3h (Figure 5a). 

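Cold events overlapped between the genotypes more than salt events did. At 3 h, 327 events were listed in both genotypes, of which 312 had the same sign (two-sided exact binomial test, p = 2.22e-73). At 6 h, 1103 were listed in both, 38.3% of those of *rs33* and 33.7% of those of the WT, and 1078 had the same sign. Of the 3745 annotated genes with an event in the cold, 206 were listed in all 4 comparisons. The paper's numbers of unique events equal the numbers of annotated genes listed in only 1 comparison, which made up 42.4% of the genes of the WT at 6 h, 35.6% of those of *rs33* at 6 h, 34.6% of those of the WT at 3 h and 36.7% of those of *rs33* at 3 h. Counted over both time points, the authors' deposited table lists 4701 events in the WT and 4403 in *rs33*.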

Functional annotation of the individual DAS clusters revealed associations with regulation of the response to stress and lipid oxidation (cluster 1), signal transduction by protein phosphorylation, intracellular signal transduction, the disaccharide biosynthetic process (cluster 2), positive regulation of molecular function and activation of GTPase activity (cluster 3), histone ubiquitination and cellular ketone body metabolic process (cluster 4), and phospholipid metabolic process and dephosphorylation (cluster 5) (Figure 5b). Cluster 4 was upregulated in *rs33* after 3 h and 6 h of cold treatment compared to the WT, while cluster 5 was downregulated in *rs33* at 3 h and 6 h of cold treatment compared to the WT (Figure 5d).

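From the deposited GO table of the cold DAS clusters, 990 of the 1169 genes of cluster 4 (84.7%) and 609 of the 830 of cluster 5 (73.4%) were recovered. In cluster 4, 126 of 326 IR events were retained more in the cold in *rs33* at 3 h and 225 of 516 at 6 h, against 178 of 292 and 570 of 733 in the WT. Between the genotypes, 24 of 54 IR events of cluster 4 were retained more in *rs33* at cold 3 h (two-sided exact binomial test, p = 0.497) and 16 of 74 at cold 6 h (median inclusion-level difference −0.416, exact binomial test, p = 9.67e-07). In cluster 5, 148 of 229 were retained more in the cold in *rs33* at 3 h and 127 of 318 at 6 h, against 62 of 190 and 126 of 408 in the WT. Between the genotypes, 43 of 56 IR events of cluster 5 were retained more in *rs33* at cold 3 h (median 0.301, exact binomial test, p = 7.33e-05) and 32 of 47 at cold 6 h (median 0.483, exact binomial test, p = 0.0186). The lowest adjusted p in cluster 5 was that of phospholipid metabolic process, 0.00523, in the authors' deposited table. The clusters were formed from these libraries, which fixes much of their direction, so an equal split is not a fair reference. The deposited differences are coded as mock minus cold. In that coding, the responses run with the paper's description of both clusters, but the scale of its heat map is not known.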

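In the WT, 588 of the 5371 DEGs of either time point (10.9%) were also DAS genes, where independent lists would share 547.2 (two-sided Fisher's exact test, odds ratio 1.11, p = 0.0409). In *rs33*, 442 of 4658 DEGs (9.49%) were also DAS genes, against 432.3 for independent lists (Fisher's exact test, odds ratio 1.03, p = 0.597). At 6 h alone, the overlap was 447 genes against 392.0 in the WT (Fisher's exact test, odds ratio 1.19, p = 0.00166) and 298 against 245.6 in *rs33* (Fisher's exact test, odds ratio 1.28, p = 2.91e-04). At 3 h alone, it was 89 against 77.7 in the WT (Fisher's exact test, odds ratio 1.17, p = 0.186) and 105 against 93.8 in *rs33* (Fisher's exact test, odds ratio 1.14, p = 0.226). The union in the WT was not past the threshold of 0.05 for events with an absolute inclusion-level difference above 0.2 (odds ratio 1.09, Fisher's exact test, p = 0.149), and that in *rs33* was past it against a background of the genes called in any comparison (odds ratio 1.21, Fisher's exact test, p = 0.0121).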

We compared the DEGs with DAS events, and we found a big overlap between the DEGs and DAS in cold stress, indicating that many of the DEGs were also differentially spliced (Figure 5e). We validated the IR events for a set of genes via semi-quantitative RT-PCR and found an enrichment of introns in the *rs33* mutant seedlings after cold treatment (Figure 5f). We tested several genes with alternatively spliced pre-mRNAs, including those encoding WRKY1 (LOC_Os01g14440), bZIP transcription factor family protein (LOC_Os02g14910), RNA recognition motif-containing protein (LOC_Os03g17760), and caleosin-related protein/ABA-induced protein (LOC_Os02g50140), to test whether they exhibit intron retention. Our data showed that the *rs33* mutant seedlings had increased IR events during the pre-mRNA splicing of these genes in comparison to WT seedlings (Figure 5f). 

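Retention in these genes rose in the cold in both genotypes wherever both were listed. For *WRKY1* (Os01g0246700, chromosome 1 from 8084136 to 8087428), the IR event from 8085679 to 8087428 had inclusion-level differences of 0.295 in the WT and 0.449 in *rs33* at 3 h, and of 0.635 and 0.690 at 6 h, in the authors' deposited table. The response of *rs33* exceeded that of the WT by 0.154 at 3 h and 0.055 at 6 h, computed from these values, with no standard error to test it. For its IR events from 8084136, the difference between the genotypes' responses at 6 h was −0.097 for that ending at 8085149 and 0.004 for that ending at 8085792. For *bZIP19* (Os02g0247100, chromosome 2 from 8323445 to 8325792), the IR event from 8323445 to 8324920 had inclusion-level differences of 0.152 in the WT and 0.384 in *rs33* at 3 h, and of 0.175 in the WT at 6 h, in the authors' deposited table. The RNA recognition motif gene (Os03g0286500, chromosome 3 from 9878025 to 9880930) had differences of 0.150 in the WT and 0.306 in *rs33* at 3 h for the event from 9879846 to 9880329 in the authors' deposited table, which lists that event at 6 h in the WT alone, with 0.198. Its event from 9878047 to 9879094 had 0.110 in the WT and 0.134 in *rs33* at 6 h in the authors' deposited table. The caleosin-related gene (Os02g0734400, chromosome 2 from 30630772 to 30633218) had an event only in *rs33* at 6 h, of 0.362 in the authors' deposited table. None of these 4 genes was listed with an event between the genotypes in the cold. The expression of *WRKY1* rose in both genotypes at 6 h, with log2 fold changes of 1.63 in the WT and 1.52 in *rs33* in the authors' deposited tables. From the RT-PCR products, the paper states that these genes had more IR in *rs33* than in the WT.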

Overall, these results demonstrate that RS33 regulates cold stress responses at the posttranscriptional level and highlights a link between AS and cold tolerance. 

## 4. Discussion

Exploring adaptive strategies to withstand extreme environmental conditions is needed to develop new plant cultivars that can withstand climate change. Plants have evolved flexible and complex regulatory systems that allow them to adapt to abiotic stresses. AS is a complex, coordinated transcriptional regulatory mechanism, whereby multiple mRNA variants are produced from a single gene via differential intron removal and the retention of different exon combinations from pre-mRNAs [26,33,35]. AS is finely regulated by RNA-binding proteins that recognize sequence signals in RNA and regulate their splicing. SR proteins are RNA-binding proteins that contain one or two characteristic RRMs in the N-terminal portion and an RS domain at the C-terminal end. 

Here, we identified the role of a plant-specific SR protein, RS33, with two tandem RRMs, in which one (RRM2) is different from that of human ASF/SF2 [25,61]. Previous studies have shown that *RS33* is involved in zinc homeostasis [46]. Additionally, Isshiki et al. were unable to recover transgenic rice plants overexpressing *RS33* from repeated transformations, which further emphasized the essential role of this splicing factor during rice growth and development [43]. In our analysis of the *rs33* mutant, we identified only a small set of genes that were differentially expressed or differentially spliced under control conditions (Figure 1). Interestingly, *RS29* was alternatively spliced in the *rs33* mutant, suggesting that SR proteins regulate the splicing of other SR members [21,43,62,63]. We also observed IR in transcripts of *LOC_Os08g05750*, which encodes a putative pentatricopeptide (PPR) (Figure 1e). PPRs are targeted at chloroplasts and mitochondria and bind one or several organellar RNA transcripts and, thus, influence their expression [64,65,66]. A chloroplast retrograde signal was found to regulate the AS of the *RS33* homolog in Arabidopsis and is necessary for proper responses to varying light conditions [67]. RS33-mediated regulation of splicing of the chloroplast-localized PPR transcripts may be another level of chloroplast–nucleus communication.

The regulation of gene expression is important for plant survival and acclimation under abiotic stress conditions, and genome-wide studies have shown that pre-mRNA splicing is affected by stress treatments [7,8,68,69]. Splicing inhibition initiates abiotic stress signaling in plants [11,12], and the repression of splicing inhibition can overcome abiotic stress, resulting in stress tolerance [9,10]. The activities of spliceosome proteins and splicing factors are important for plant stress tolerance [1,44,70]. We found that the germination of *rs33* seeds and seedlings was much more sensitive to the 100 mM NaCl treatment than the WT plants (Figure 2). Gene expression analysis indicated that, after 6 h of salt treatment, a large number of genes were differentially expressed between the *rs33* mutant and the WT. A major set of these DEGs was related to translation and RNA biogenesis (cluster 1), which were downregulated in *rs33* plants after 6 h of treatment. Another major portion of DEGs was related to water deprivation and water transport (cluster 3), which were upregulated in *rs33* plants after 6 h of treatment, indicating that RS33 regulates water stress-related genes under salt stress conditions. However, the DAS genes that were highly expressed after 6 h of salt treatment were mainly related to the regulation of protein modification, histone ubiquitination (cluster 1), and DNA methylation (cluster 2). 

We observed a high number of DEGs (~2344) after only 6 h of salt treatment in the *rs33* mutant, but the number of DAS genes in the same treatment was similar to that in the WT. This large difference might be due to the aberrant splicing of some transcription factors in the *rs33* mutant after the salt treatment. We validated the aberrant splicing of some important targets, like pre-mRNA-splicing factor SF2, which has RNA-binding activity, and helix-loop-helix DNA-binding protein, which functions as a transcription factor and is characterized as *IRON-RELATED TRANSCRIPTION FACTOR 2* (*IRO2*). Iron homeostasis is essential for plant growth and development, and *IRO2* expression was elevated in response to glutamine in the regulation of the stress responses [71,72,73]. The phenotypic analysis indicated that the IRO2 overexpression lines germinated and grew better than the WT, while the IRO2-RNAi lines grew slower than the WT [74]. The D-mannose-binding lectin family protein/S-Domain receptor-like protein-11 (SDRLP-11) is characterized by Ser/Thr kinase domains and induced by salicylic acid [75,76]. Ubiquitin carboxyl-terminal hydrolase family 1/ubiquitin c-terminal hydrolase 5 (UCH5) is an uncharacterized protein. The UCH protein family functions in protein deubiquitination [77]. The Arabidopsis homologs *UCH1* and *UCH2* influence the auxin-dependent developmental pathways, while *UCH3* acts to maintain the period of the circadian clock at high temperatures, redundantly with *UCH1* and *UCH2* [78].

Additionally, we found a number of other genes involved in salt stress responses and are aberrantly spliced in the *rs33* mutant compared with WT under salt stress conditions. For example, *OsSTL1* (*SALT TOLERANCE LEVEL 1*; *LOC_Os04g02000*), a zinc finger family member, was identified as a candidate gene for salt tolerance in a genome-wide association study (GWAS) [79]. 

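1 of the 2 IR events listed for *OsSTL1* (Os04g0110600, chromosome 4 from 617482 to 622877) after 3 h of salt changed in opposite directions in the genotypes. For this event, from 620097 to 621608, the authors' deposited table gives inclusion-level differences of −0.981 in the WT and 0.908 in *rs33* between salt and mock. The bounds computed from the differences are 0.981 to 1 in the mock-treated WT, 0 to 0.019 in the salt-treated WT, 0.073 to 0.092 in mock-treated *rs33* and 0.981 to 1 in salt-treated *rs33*. The difference between the genotypes was therefore present in the mock group, with the opposite sign. The other event, from 620097 to 622877, was retained less under salt in *rs33*, by −0.384 in the authors' deposited table, and was not listed for salt in the WT. At 6 h of salt, no event of this gene was listed.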

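*NAC2* (Os04g0460600, chromosome 4 from 22994552 to 22996740) was retained less in *rs33* than in the WT at salt 6 h. The authors' deposited table gives an inclusion-level difference of −0.674 for the IR event from 22994552 to 22995224. Its inclusion level was bounded here at 0.674 to 1 in the salt-treated WT and 0 to 0.326 in salt-treated *rs33*. No change from mock to salt was listed for this event in either genotype, and the gene's expression was not called different under salt.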

Another important protein, *NAC2* (*NAM-AFAT-CUC*; *LOC_Os04g38720*), a member of the NAC transcription factor that regulates many aspects of plant growth and development, was mis-spliced in the *rs33* mutant. The *OsNAC2* expression was enhanced in rice seedlings exposed to high-salt concentrations, and OsNAC2 accelerates salt-induced programmed cell death [80]. The *NAC2* gene is regulated by the microRNA miR164b. Interestingly, the transgenic plants overexpressing the miR164b-resistant form of *OsNAC2* had higher levels of drought and salt tolerance than the wild type [81]. Similarly, *OsNAC61*, which was aberrantly spliced in the *rs33* mutant, was upregulated after the salt stress treatment in elite rice cultivars [82]. 

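*NAC61* (Os10g0359500, chromosome 10 from 11035401 to 11040596) was retained less in *rs33* than in the WT at salt 6 h, with an inclusion-level difference of −0.569 for the IR event from 11039144 to 11040244 in the authors' deposited table. The bounds computed from it are 0.569 to 1 in the salt-treated WT and 0 to 0.431 in salt-treated *rs33*.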

The splicing of *OsGLYII-2* is also affected after the salt treatment in *rs33*. 

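*GLYII-2* (Os03g0332400, chromosome 3 from 12263449 to 12266483) was also retained less in *rs33* than in the WT at salt 6 h. The authors' deposited table gives an inclusion-level difference of −0.545 for the IR event from 12265484 to 12266483 and of −0.110 for an A3′S event. The IR event's level was bounded here at 0.545 to 1 in the salt-treated WT and 0 to 0.455 in salt-treated *rs33*.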

*OsGLYII-2* (*glutathione-responsive rice glyoxalase II-2*; *LOC_Os03g21460*) is the second enzyme of the glyoxalase pathway that detoxifies cytotoxic metabolite methylglyoxal (MG) and belongs to the superfamily of metallo-β-lactamases. *OsGLYII-2* is highly stress inducible and functions in salinity adaptation by maintaining a better photosynthesis efficiency [83,84].

We tested different low-temperature treatments (4 °C for four days, 14 °C for seven days, and 20 °C for nine days) and found that the *rs33* mutant was hypersensitive to these temperatures compared to the WT. We used seedlings treated at 4 °C for 3 h and 6 h for RNA sequencing. Our results revealed a high abundance of DEGs and DAS events in the WT as compared to the *rs33* mutant after cold stress treatment. However, a large number of these genes were unique and did not show overlap (Figures S4 and S5). Photosynthesis and reactive oxygen species metabolic genes were upregulated in *rs33*, while cell wall organization- and glycoprotein metabolic process-related genes were downregulated in *rs33* after 6 h of cold treatment. For splicing, a different set of genes was affected, as the genes responding to stress and involved in lipid oxidation were upregulated, whereas the genes related to protein phosphorylation and signal transduction were downregulated. 

We validated certain target genes showing significant changes during splicing. For example, *WRKY1* was alternatively spliced after the low-temperature treatment in the *rs33* mutant. The WRKYs are a family of transcription factors involved in various physiological processes, including biotic and abiotic stress responses and developmental processes. *OsWRKY62* and *OsWRKY76*, two genes of the WRKY IIa subfamily, undergo AS in response to pathogen infection [85,86]. The AS event we identified here would generate a truncated isoform of WRKY1. In Arabidopsis, it was found that the expression of WRKY1 was induced by salt stress, and the *wrky1* mutant conferred increased salt sensitivity [87].Another transcription factor, *bZIP19*, was alternatively spliced, which added 135 amino acids in-frame to produce a functional protein isoform. The bZIP19 and bZIP23 transcription factors are central regulators of the zinc deficiency response in Arabidopsis [88]. In Arabidopsis, *AtbZIP60*, an ortholog of *OsbZIP50*, was identified to be a target of *INOSITOL-REQUIRING ENZYME-1* (IRE1)-mediated splicing [89,90]. Overall, the loss of *rs33* generates more isoforms of the target genes as compared to WT. This might happen due to the lack of efficient splicing activity or aberrant splicing. In the absence of splicing factors, the spliceosome fails to distinguish the exon–intron junctions of the pre-mRNAs and produce multiple transcripts.

Recent developments in the genome-wide data analysis uncovered the roles of many spliceosome proteins that are important for plant stress tolerance. For example, *SUPERSENSITIVE TO ABSCISIC ACID AND DROUGHT 1 GENE* (*SAD1*), which encodes *SM-LIKE PROTEIN 5* (*LASM5*), the *sad1/lsm5* mutation, leads to increased sensitivity to drought stress and ABA [91,92]. Another mutant of the same family, *lsm4*, showed oversensitivity to drought and ABA in Arabidopsis [93]. The Arabidopsis protein U1A controls pre-mRNA splicing under salt stress, and the *atu1a* mutant is hypersensitive to salt stress [94]. An RNA-directed DNA methylation factor, RDM16, is important for splicing, and loss-of-function mutants of RDM16 are hypersensitive to salt and ABA [95]. Similar examples were found for low-temperature stress responses for mutants of spliceosomal proteins. For example, PRP31 regulates the formation of the U4/U6.U5 snRNP complex during splicing. The Arabidopsis *prp31* mutant is hypersensitive to cold stress [96]. Arabidopsis STABILIZED 1, similar to the human U5 snRNP, is necessary for low-temperature tolerance [97,98]. Recently, it was found that a DEAD-Box RNA Helicase protein, OsRH42, plays a critical role under cold stress to regulate pre-mRNA splicing in rice [6]. Our work on RS33 reinforces the link between spliceosomal proteins and stress tolerance and how these SR proteins function to help plants rapidly cope with changing environmental conditions. 

## 5. Conclusions

Our work revealed that *rs33* mutant seedlings are hypersensitive to abiotic stresses. The gene expression analysis showed that several genes are differentially spliced in *rs33* plants. Under normal conditions, the loss of *RS33* is irrelevant, possibly due to the existence of other SR proteins. By contrast, under stress conditions, like salt and low temperatures, RS33 is needed for the splicing of a large number of pre-mRNAs to acclimate to stress. Therefore, in the *rs33* mutant, the absence of RS33 resulted in aberrant pre-mRNA splicing of a large set of stress response genes and, subsequently, hypersensitivity to abiotic stress. The precise control of splicing factor homeostasis and manipulation of specific splicing machinery genes may be an effective approach to breed plants for tolerance to environmental stresses.

## Figures and Tables

**Figure 1:**
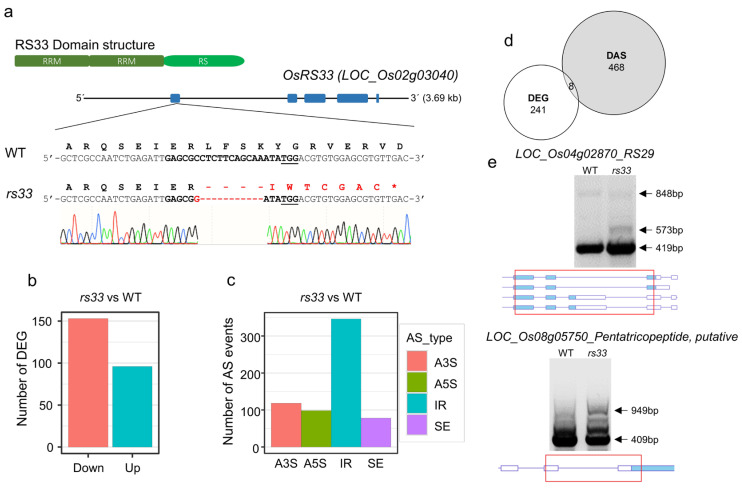
Genome-wide effects of the loss of *OsRS33* on alternative splicing in rice. (**a**) Targeted mutagenesis of the *OsRS33* (*LOC_Os02g03040*) locus in rice [24]. RS33 is a plant-specific SR protein characterized by the RNA Recognition Motif (RRM) and arginine–serine (RS) repeat domains. The *rs33* knockout mutant has an 11-nt deletion and a 1-nt substitution. (**b**) The number of up- and downregulated differentially expressed genes (DEGs) between the WT and *rs33*. (**c**) Bar plot showing the number of each type of differential alternative splicing (DAS) event mediated by RS33; the majority of these AS events were intron retention (IR) events. SE, exon skipping; A5′S, 5′ alternative splice site; A3′S, 3′ alternative splice site. (**d**) Venn diagram displaying the overlap between DEGs and DAS genes. (**e**) cDNA was prepared from one-week-old WT and *rs33* seedlings. RT-PCR was performed using primers that flank introns subject to AS in selected genes. Intron retention was observed in *rs33* mutant rice plants. Arrowheads indicate splicing variants. The gene structures and retained introns are shown. Red boxes indicate the PCR fragments.

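2 further genes whose RT-PCR products Figure 1e shows are listed with events between the genotypes under mock conditions. For *LDCP* (Os03g0626600, chromosome 3 from 23855144 to 23861941), the authors' deposited table gives an inclusion-level difference of 0.533 at mock 3 h for the IR event from 23855989 to 23857178. From the differences at 3 h, its inclusion level was bounded here at 0 to 0.467 in the WT and 0.533 to 1 in *rs33*. For *GLT1* (Os01g0682001, chromosome 1 from 28091208 to 28102930), the authors' deposited table gives an inclusion-level difference of 0.746 at mock 6 h for the IR event from 28099795 to 28100486 and of 0.648 for an A5′S event. The bounds computed for this IR event are 0 to 0.254 in the WT and 0.746 to 1 in *rs33*.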

**Figure 2:**
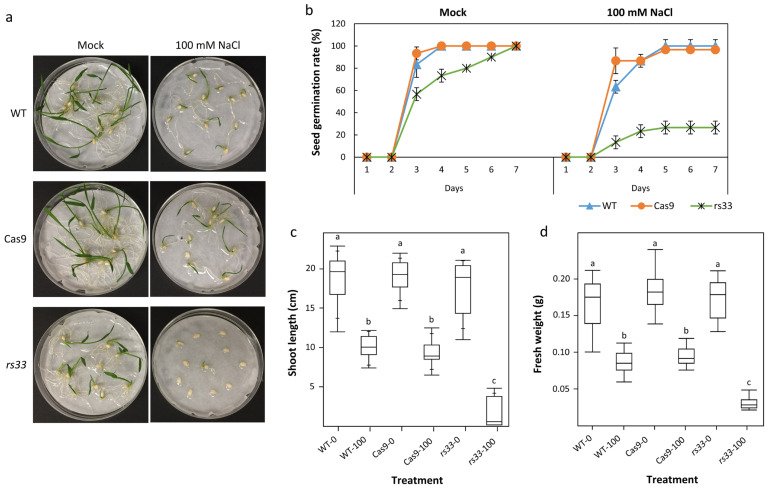
The *rs33* mutant is hypersensitive to salt stress. (**a**,**b**) Seeds of *rs33* and WT were germinated for ten days in ½ MS media supplemented with 0 mM and 100 mM NaCl. Germination was severely inhibited in *rs33* compared to WT seeds. Other growth parameters—shoot length (**c**) and seedling fresh weight (**d**)—were also severely affected in *rs33* as compared to WT seedlings. In c, d; significance is represented by letters. All the variables with the same letters are not statistically significant. If two variables have different letters, they are significantly different.

**Figure 3:**
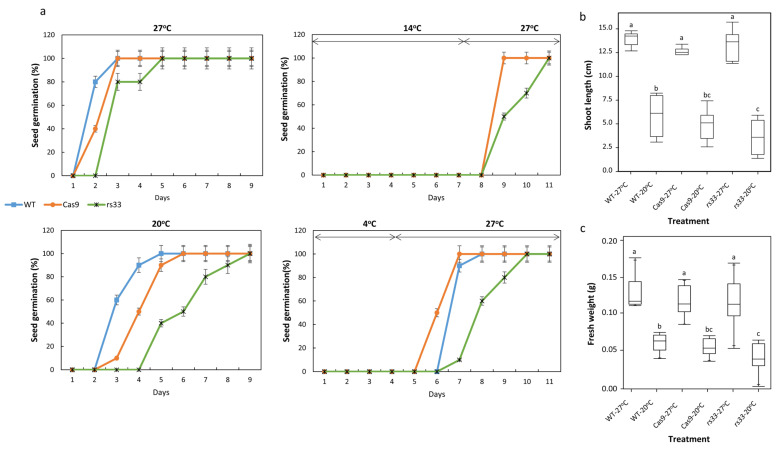
The *rs33* mutant is hypersensitive to cold stress. (**a**) The *rs33* mutant and WT seeds were germinated for ten days at the control temperature (27 °C) or different low temperatures (20 °C, 14 °C, and 4 °C). For 14 °C, the seeds were first kept at 14 °C for seven days and then transferred to 27 °C for 4 days. For 4 °C, the seeds were initially treated at 4 °C for four days and then germinated at 27 °C for seven days. At 20 °C, the germination of the *rs33* seeds was significantly delayed compared to that of the WT. The shoot length (**b**) and seedling fresh weight (**c**) were significantly affected in *rs33* as compared to WT seedlings. In b, c; all the variables with the same letters are not statistically significant. If two variables have different letters, they are significantly different.

**Figure 4:**
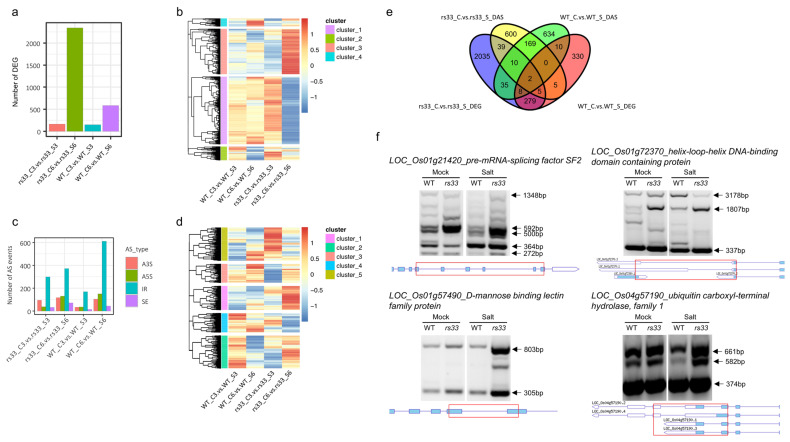
Genome-wide effects of the loss of *OsRS33* on gene expression and RNA splicing under salt stress. (**a**) Number of differentially expressed genes (DEGs) between the *rs33* mutant and the WT. One-week-old rice seedlings were treated with 200 mM NaCl for 3 and 6 h and used for RNA extraction. A high number of DEGs was observed for *rs33* seedlings after a 6-h treatment with NaCl. (**b**) Clustering analysis of the DEGs. Cluster 1 clearly shows the downregulation of translation/ribosome biogenesis genes in *rs33* in the 6-h NaCl treatment. Cluster 3 shows the upregulation of stress-responsive genes in *rs33* in the 6-h salt treatment as compared to the WT. (**c**) Bar plot showing the number of each type of differential alternative splicing (DAS) event induced by salt treatment in the *rs33* mutant and the WT. (**d**) Heatmap and hierarchical clustering of DAS genes after salt treatment in *rs33* and WT. (**e**) Venn diagram displaying the overlap between DEGs and DAS genes. (**f**) cDNA was prepared from one-week-old WT and *rs33* seedlings treated with 200 mM NaCl for 3 and 6 h. Mock-treated samples were used as controls. RT-PCR was performed using primers that flank introns subject to AS in the selected genes. Arrowheads indicate splicing variants. The gene structures and retained introns are shown. Red boxes indicate the PCR fragments. C3; control 3 h, C6; control 6 h, S3; salt 3 h, and S6; salt 6 h.

**Figure 5:**
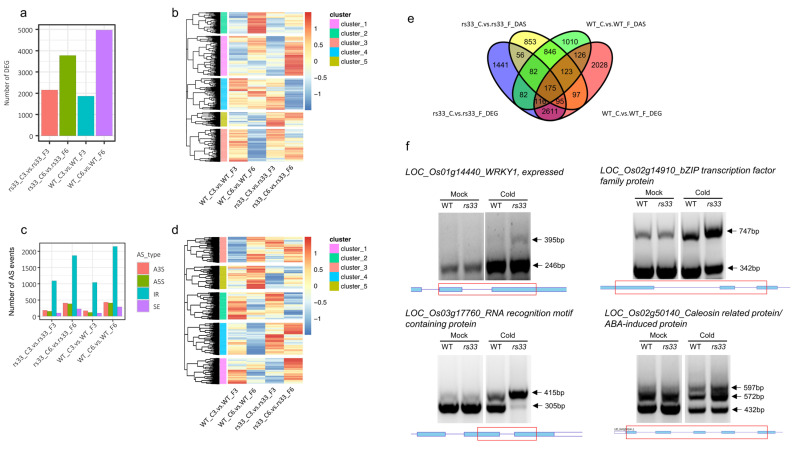
Genome-wide effects of the loss of OsRS33 on gene expression and RNA splicing under low-temperature stress. (**a**) A number of differentially expressed genes (DEGs) between the *rs33* mutant and the WT. One-week-old rice seedlings were treated with low-temperature stress (4 °C) for 3 and 6 h and used for RNA extraction. (**b**) Clustering analysis of the DEGs. Cluster 1 shows the upregulation of oxidative stress response genes in *rs33* after 6 h of cold treatment as compared to the WT. Cluster 4 shows that the cell wall biogenesis genes were downregulated after 6 h of cold treatment in *rs33*. (**c**) Bar plot showing the number of each type of differential alternative splicing (DAS) event induced by low-temperature stress in the *rs33* mutant and the WT. (**d**) Heatmap and hierarchical clustering of DAS genes after the cold treatment in *rs33* and WT. Cluster 1 contains stress-related genes with quick AS regulation upon stress. Cluster 5 indicates that some genes of the lipid metabolism pathways do not respond to cold in *rs33*. (**e**) Venn diagram displaying the overlap between DEGs and DAS genes. (**f**) cDNA was prepared from one-week-old WT and *rs33* seedlings treated at 4 °C for 3 and 6 h. Mock-treated samples were used as the controls. RT-PCR was performed using primers that flank introns subject to AS in the selected genes. Arrowheads indicate splicing variants. The gene structures and retained introns are shown. Red boxes indicate the PCR fragments. C3; control 3 h, C6; control 6 h, F3; 4 °C 3 h, and F6; 4 °C 6 h.

## Data Availability

The RAW data and processed data files were deposited in GEO (GEO; https://www.ncbi.nlm.nih.gov/geo/; accessed on 24 January 2022) under accession number GSE194283. The following secure token was created to allow a review of the record GSE194283, while it remains in a private status: etopyiycdhcllgb. Please note the following points: This token allows anonymous, read-only access to GSE194283 and its associated accessions while they are private. Treat the token as you would a password and realize that the token provides access to GSE194283 to anyone who uses it.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cells11111796/s1: Figure S1: The *rs33* mutant phenotype. Figure S2: Genome-wide transcriptional effects of salt stress on the *rs33* mutant. Figure S3: Impact of *OsRS33* on the splicing efficiency under salt stress. Figure S4: Effect of the *rs33* mutation on global gene expression under cold stress. Figure S5: Comparison of global AS events between the WT and the rs33 mutant under cold stress. Table S1: List of primer sequences used in this study. Table S2: List of DEGs of all comparisons. Table S3: List of DAS of all comparisons.

# Supplementary material for: The Rice Serine/Arginine Splicing Factor RS33 Regulates Pre-mRNA Splicing during Abiotic Stress Responses
**Source:** Cells. 2022 May 30;11(11):1796. doi: 10.3390/cells11111796
**Supplement:** Supplementary file 1

SUPPORTING INFORMATION

The rice serine/arginine splicing factor RS33 regulates pre-mRNA splicing during abiotic stress responses.

Haroon Butt¹, Jeremie Bazin², Kasavajhala V.S.K. Prasad³, Nour El-Islam⁴, Martin Crespi², Anireddy S.N. Reddy³, and Magdy M. Mahfouz^{1,*}

Keywords

Pre-mRNA Splicing, Alternative Splicing, SR Proteins, Genome Engineering, abiotic stress

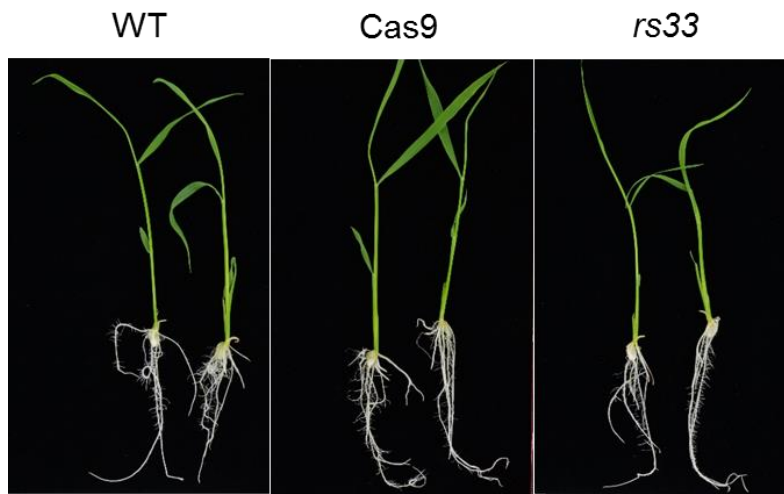

Figure S1: The *rs33* mutant phenotype

The WT, *Cas9*, and *rs33* seeds were germinated for ten days at the control temperature of 28°C/26°C.

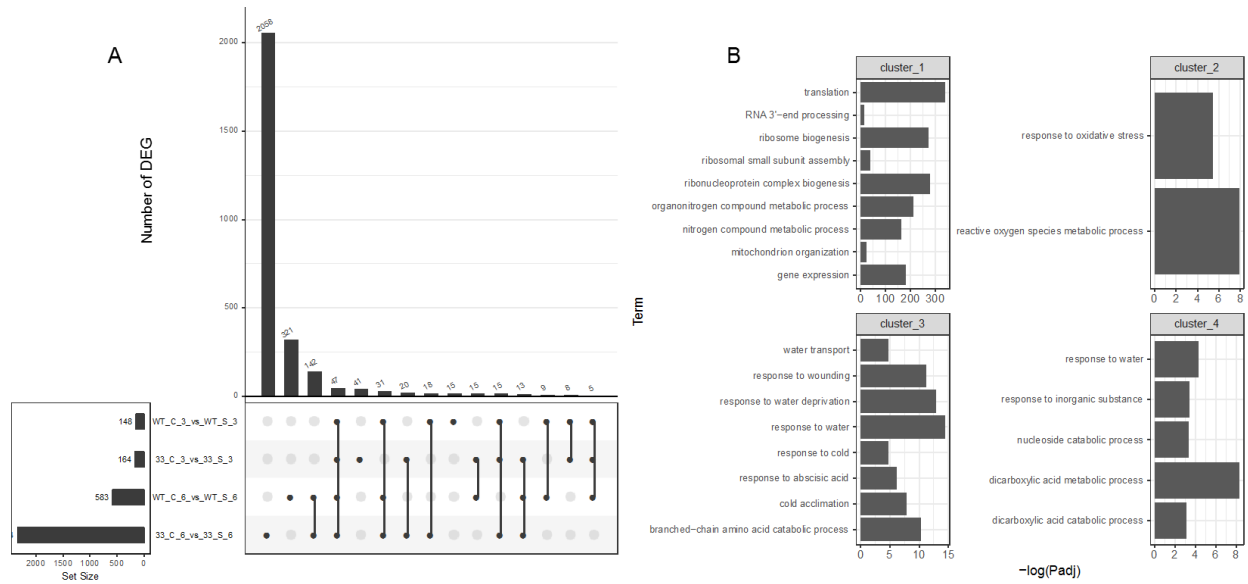

Figure S2: Genome-wide transcriptional effects of salt stress on the *rs33* mutant

(A) Overlap of differentially expressed genes (DEGs) between the *rs33* mutant and the WT. **(B)** Gene enrichment and clustering analysis of DEGs. Cluster 1 shows the enrichment of translation/ribosome biogenesis genes. Cluster 3 shows enrichment of stress-responsive genes.

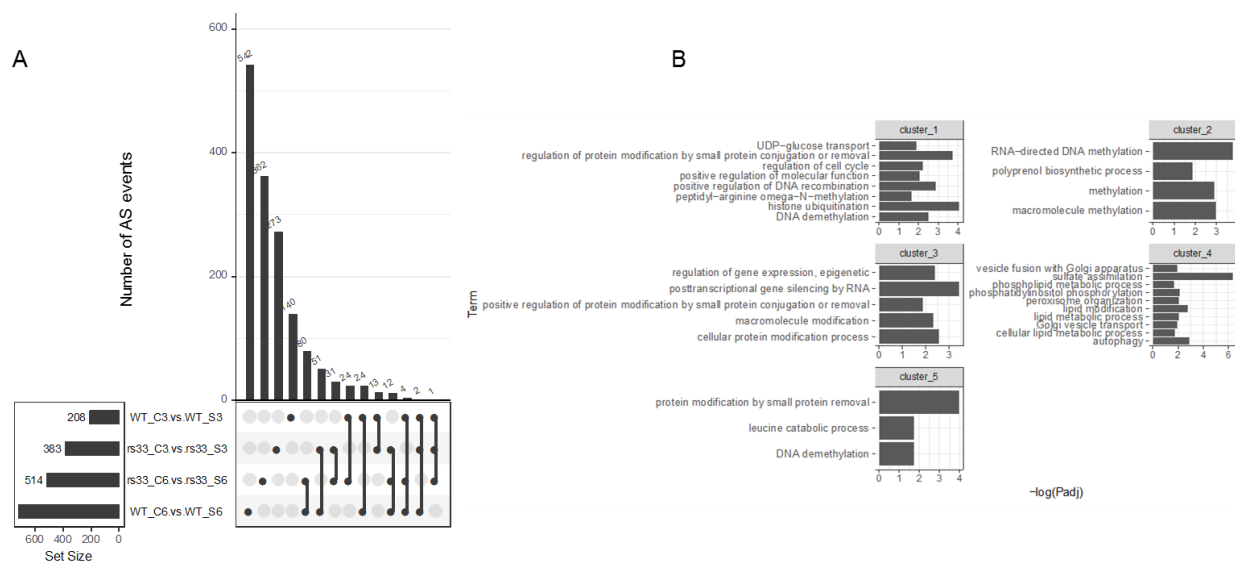

Figure S3: Impact of *OsRS33* on splicing efficiency under salt stress

(A) Upset plot showing the overlap of differential alternative splicing (DAS) events between *rs33* and WT plants under salt stress conditions. **(B)** Gene enrichment analysis of splicing process change during the salt stress response in *rs33* and WT plants.

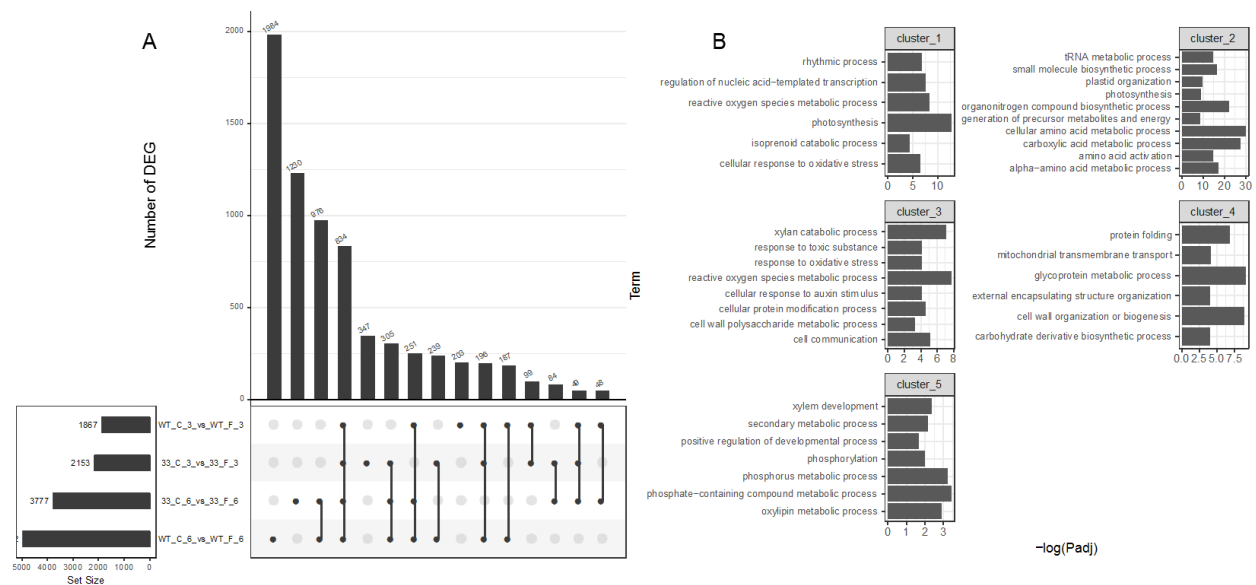

Figure S4: Effect of the *rs33* mutation on global gene expression under cold stress

(A) Overlap of differentially expressed genes (DEGs) between the *rs33* mutant and the WT. One-week-old rice seedlings were treated with cold stress (4°C) for 3 and 6 hours and used for RNA extraction. **(B)** Gene enrichment analysis of the DEGs. Cluster 1 shows enrichment of oxidative stress response genes in *rs33* after 6 h of cold treatment as compared to the WT. Cluster 4 shows cell wall biogenesis genes enriched at 6 h of cold treatment in the *rs33* mutant.

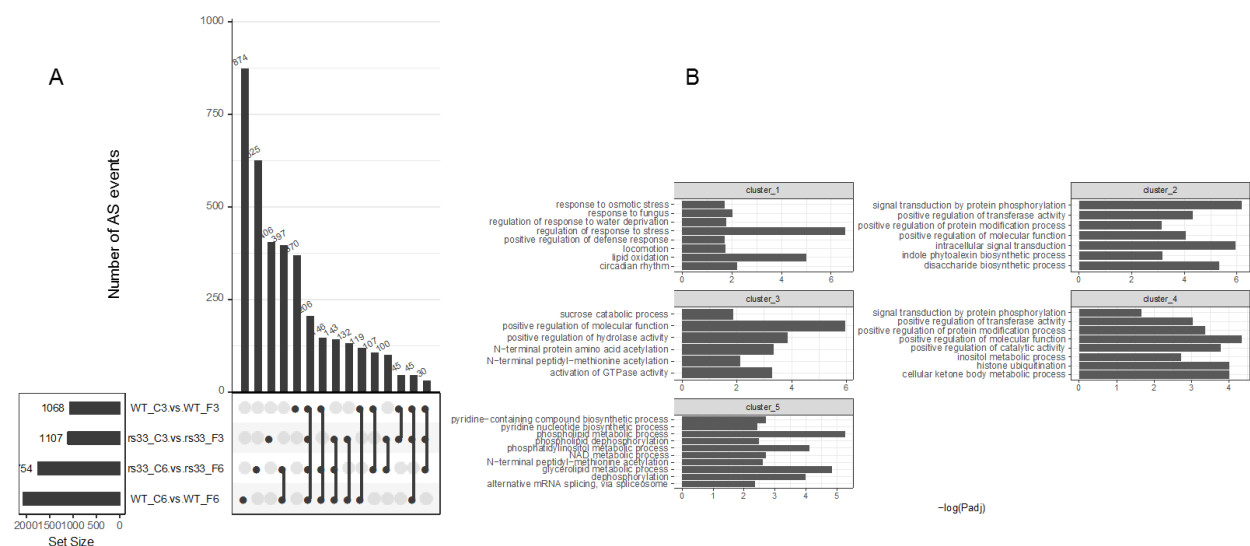

Figure S5: Comparison of global AS events between the WT and the rs33 mutant under cold stress

(A) Upset plot showing the overlap of differential alternative splicing (DAS) events between *rs33* and WT plants under cold stress conditions. **(B)** Gene enrichment analysis of splicing change during the salt stress response in *rs33* and WT plants. Cluster 1 contains a lot of stress-related genes with a quick AS regulation upon stress. Cluster 5 shows that some genes of the lipid metabolism pathway did not respond to cold in the *rs33* mutant.

Table S1: List of primer sequences used in this study

Locus	Name of the primer	Sequence (5' - 3')	Purpose
LOC_Os02g03040	RS33_F	CCTAGCATTTGGCTATGGTGG	Genotyping of RS33
	RS33_R	CAAATGGAGTACCCACTCGC	Genotyping of RS33
LOC_Os04g02870	RS29_F	TCGTGGGGAACCTCGACTACG	Semi-quantitative RT-PCR
	RS29_R	TGCTTTTGTGGCTCTTCCTG	Semi-quantitative RT-PCR
LOC_Os03g42820	LDCP_F	GACCCGGGTCTGGATTTTGTGG	Semi-quantitative RT-PCR
	LDCP_R	CCCCTTCCGCTGATCTTCTCTG	Semi-quantitative RT-PCR
LOC_Os01g48960	GLT1_F	TAGCGGAATCGCTGGGACATG	Semi-quantitative RT-PCR
	GLT1_R	CAATTCCTGTTCCTTTGAGGGTATTGATC	Semi-quantitative RT-PCR
LOC_Os08g05750	750PPR_F	CTGCTCCTGGGATGACCTTGAG	Semi-quantitative RT-PCR
	750PPR_R	ACCTCACTGTTATTCCTTTCCATGACC	Semi-quantitative RT-PCR
LOC_Os01g21420	SF2_F	CTCTGATGTATACCGTGAGGCTG	Semi-quantitative RT-PCR
	SF2_R	GGAGAGGGAGAGCGGGATAAG	Semi-quantitative RT-PCR
LOC_Os01g72370	bHLH56_F	GAAGTGAAGGAACGATCAACGAGG	Semi-quantitative RT-PCR
	bHLH56_R	CGGCATTACGCGCTGCTGATG	Semi-quantitative RT-PCR
LOC_Os01g57490	SDRLP_F	AAAGGGGGTGGACTGACAG	Semi-quantitative RT-PCR
	SDRLP_R	CTTGGATGCAGCATCCCAAGAG	Semi-quantitative RT-PCR
LOC_Os04g57190	UCH5_F	ATGAGCTTGATGGTATGAAGCCTGG	Semi-quantitative RT-PCR
	UCH5_R	ACCAATAGTCATGTTGGATCAGTCG	Semi-quantitative RT-PCR
LOC_Os01g14440	WRKY1_F	CGCCGATGGGTGCCAATGGAG	Semi-quantitative RT-PCR
	WRKY1_R	GACCCGACAGAAGCATCGACG	Semi-quantitative RT-PCR
LOC_Os02g14910	BZIP19_F	ATGTTCTCCGACGTCGAGGCG	Semi-quantitative RT-PCR
	BZIP19_R	CGACCGCTGATGATCAAGGAAG	Semi-quantitative RT-PCR
LOC_Os03g17760	760RBD_F	ACGCCACACCGGTCATCAACG	Semi-quantitative RT-PCR
	760RBD_R	GGGGAGAACCGCTGGTATTG	Semi-quantitative RT-PCR
LOC_Os02g50140	140ABA_F	ATGGAGGTTCTGTCGACGATGG	Semi-quantitative RT-PCR
	140ABA_R	GCCATCGGGTACAGTTTTTGCATG	Semi-quantitative RT-PCR
	RS33_sgRNA	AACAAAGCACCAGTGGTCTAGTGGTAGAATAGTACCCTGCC<br>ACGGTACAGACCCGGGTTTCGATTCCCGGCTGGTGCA GAGCG<br>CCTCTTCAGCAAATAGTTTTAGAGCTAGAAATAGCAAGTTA<br>AAATAAGGCTAGTCCGTTATCAACTTGA AAAAGTGGCACC<br>AGTCGGTGC TTTTTTTT pre-tRNA: yellow background gRNA spacer: gray background Scaffold<br>RNA: green background polyI terminator: red background	sgRNA synthetic fragment<br>cloned into pRGE32 via BsaI<br>to target RS33 locus

Table S2: List of DEGs of all comparisons

Table S3: List of DAS of all comparisons

How the deposited data were processed for this re-analysis (not part of the article)

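RNA was sequenced from 24 libraries in 12 groups of 2, made from 7-day-old rice seedlings of the WT and *rs33* after 3 h and 6 h in mock medium, in medium with 200 mM NaCl or in medium precooled to 4 °C. The authors made stranded mRNA libraries, read them from both ends with base calling in CASAVA 1.4, trimmed the reads with Trimmomatic, aligned them with STAR, counted the uniquely aligned reads per gene and compared the groups with DESeq2. The sources used here give no version for these tools other than CASAVA and rMATS and name no genome build. The depth of each library is unknown, so the precision it gives could not be computed.

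The 19 deposited tables hold the authors' own comparisons and no value per library. In 14 of them, the authors list the genes with an adjusted p at or below 0.01 in 1 comparison, 8 of stress with mock and 6 of *rs33* with the WT. The signal column of these deposited tables is baseMean, the mean of the DESeq2-normalized counts, and it is the same for a gene in each table, so the authors fitted the libraries together. The log2 values in these deposited tables are the fold change of DESeq2 and its standard error, and the score column holds the Wald statistic, the ratio of these 2. The p-value columns, as deposited by the authors, hold the Wald p-value and its Benjamini–Hochberg adjustment (FDR). A further deposited table lists the splicing events that the authors called with rMATS v4.02 at an FDR below 0.001, each with the difference between 2 groups in the mean inclusion level, which is a fraction from 0 to 1. Its smallest absolute difference is 0.101. The other 4 deposited tables list, for clusters the authors formed, the GO terms with the count of genes in each cluster and term, an adjusted p-value and the genes behind each term.

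No model was fitted again, since only called genes and events carry values. For the same reason, no gene list could be adjusted on its own. The deposited fold changes of stress comparisons are mock over stress, as shown by genes of the cold regulon and dehydration lists, and were reversed to stress over mock. The direction of these lists is therefore no independent result. Inclusion-level differences of stress comparisons, coded as mock minus stress, were reversed as well. Genotype comparisons are *rs33* over WT. The signs were checked where a gene was called in the comparisons that close a loop of both genotypes and both treatments. The number of genes tested was recovered from the ratio of adjusted to raw p-values and the rank of each gene.

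Overlaps of gene lists were tested with two-sided Fisher's exact tests against the smaller recovered number of tested genes. Shares of direction were tested with two-sided exact binomial tests against an equal split, adjusted by the Benjamini–Hochberg method over the 14 comparisons for IR. For genes called in 1 genotype alone, the share that differed between the genotypes at mock was compared with that of the other genes called between the genotypes by two-sided Fisher's exact tests, in place of a first test against an equal split. Genes and events are not independent of each other, so these p-values treat as separate what may move together. Differences of response between the genotypes were tested for genes called in both by a two-sided z test from the deposited fold changes and standard errors, at an adjusted p under 0.01. For salt and cold, which share mock libraries, 100 draws of unchanged groups were simulated, in which almost no gene was called, so that they do not measure what sharing adds among real calls. The z test was tested on simulated data with 26000 genes, in repeated runs of the same setting. Standard errors were drawn from a pool over all 8 stress comparisons, and 2000 genes responded strongly and were called in both genotypes. Of genes whose responses differed by 1 on the log2 scale, the runs recovered 19.4% to 38.8%. They recovered 76.1% to 85.1% of those that differed by 2 and 95.5% to 100.0% of those that differed by 3. These runs do not give the power of any 1 comparison. Members of the authors' clusters were recovered from the genes listed behind the GO terms. The differences of 1 event in several comparisons were joined into bounds on the inclusion level of each group. The tallies over clusters, these bounds and the counts of where the genotypes differ were chosen after the tables had been seen.

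Gene lists by identifier (cold regulon, ABA and dehydration response, sodium and potassium transport, circadian clock, iron acquisition and root transport) were written from general knowledge and hold 45 genes, of which 16 occur in the annotation of the splicing table. The files do not pair the others with names. SR proteins and splicing factors were listed by words in the symbol, name or either description column of the splicing table, so some are listed by only 1 of the descriptions. Descriptions come from the splicing table, which covers 1583 of the 8938 genes called in any comparison, and the gene reference supplied for names matched 0 of them. The genes to name were set by a rule: each gene the paper names, the 5 highest and 5 lowest called genes with a description and a baseMean of at least 100, called members of the lists, and events of splicing factors with an absolute inclusion-level difference of at least 0.2. The first 6 sheets of Table S2 and the first part of Table S3 could be seen when the rule was written. Genes named for a difference in response between the genotypes or for a call in all 6 genotype comparisons fall outside it and were chosen after their values were seen.

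The alternatives were an adjusted p at or below 0.001, an absolute log2 fold change of at least 1, a baseMean of at least 50, a background of the genes called in any comparison, standard errors multiplied by 1.5, an absolute inclusion-level difference above 0.2 or 0.1, 1 event per gene, and counting or matching genes in place of events. These choices were made before the results were computed, but parts of Tables S2 and S3 could already be seen. The adjusted p thresholds of DEG and DAS calls are those of the authors, and 0.05 was used for the list and retention tests. The number of random draws was 10000 with a seed of 1. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. RT-PCR products, germination and growth were not analysed here.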

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

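The splicing test of the 42 genes was planned before its result was seen. The other tests below of where the genotypes differ, of standard errors, of exchanged labels, of cluster 1, of the size of the cold response and of gene position were chosen only after the result was seen. The tests of where the genotypes differ first compared the mock share with an equal split. The comparison with the other genes called between the genotypes took its place after that result was seen, because those genes do not split equally. Both tests read the same way for the 2 sets weighed below, but not for all sets. Of the genes called in the cold at 6 h in *rs33* alone, 84.9% differed at mock, above an equal split (two-sided exact binomial test, p = 2.72e-11) but below the other genes (Fisher's exact test, odds ratio 0.471, p = 0.0373). In the cold at 3 h, shares below an equal split (exact binomial test, p = 2.00e-08 in *rs33* and 0.0213 in the WT) were not past the threshold against the other genes (Fisher's exact test, p = 0.147 and 1).

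Some genes called in both genotypes responded differently in *rs33* and the WT. By the z test at an adjusted p under 0.01, 6 of 233 differed under salt at 6 h and 6 of 2366 in the cold at 6 h. At an unadjusted p under 0.05 these were 35 and 224, more than the 5% that chance would give. With the standard errors multiplied by 1.5 they were 12 and 34, so this excess was not stable. At 3 h, 3 of 75 under salt and 53 of 1178 in the cold differed at that p, less than 5%. In simulated runs with standard errors pooled over the stress comparisons, the test recovered 19.4% to 38.8% of differences of 1 on the log2 scale. Smaller differences would thus mostly be missed. Under salt, Os12g0437800, Os05g0514800, Os08g0423600 and Os11g0448700 rose in *rs33* and fell in the WT, Os01g0866400 did the opposite, and Os07g0677300 fell less in *rs33*. In the cold, Os03g0114900, Os06g0550000, Os11g0226800 and Os06g0144800 fell in *rs33* and rose in the WT, while Os03g0640000 and Os02g0194700 rose more in *rs33*. The z test covers no gene called in only 1 genotype. A gene called in opposite directions in the genotypes passes it nearly by construction, which holds for 5 of the 6 genes under salt and 4 of the 6 in the cold.

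The direction of IR differed between the genotypes in 3 of 4 tests. The odds of more retention under stress, *rs33* relative to the WT, were 1.52 under salt at 3 h (two-sided Fisher's exact test, adjusted p = 0.0449), 0.517 under salt at 6 h (adjusted p = 2.47e-06) and 0.534 in the cold at 6 h (adjusted p = 4.46e-22). Events of 1 gene are not independent. With 1 event per gene, the odds ratios were 1.57, 0.493 and 0.538 (Fisher's exact test, unadjusted p = 0.0244, 3.29e-07 and 1.35e-18). Above an inclusion-level difference of 0.2, which the paper's results text uses, the salt differences were not past the threshold, with odds ratios of 1.41 at 3 h (Fisher's exact test, adjusted p = 0.118) and 0.782 at 6 h (adjusted p = 0.124), while the odds ratio in the cold at 6 h was 0.511 (adjusted p = 4.18e-16). The fourth test, in the cold at 3 h, went the other way, from an odds ratio of 0.916 (Fisher's exact test, adjusted p = 0.319) to 0.725 (adjusted p = 0.00560), so which tests differ depends on this threshold. No explanation of this pattern was tested.

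The larger number of genes called under salt at 6 h in *rs33* was weighed first. A difference in depth would change the standard errors of weakly expressed genes, but for the 86 genes called in both genotypes with a baseMean under 100 the median ratio of *rs33* to the WT was 1.00. Both standard errors come from 1 joint fit, and genes called in only 1 genotype are not covered, so this does not exclude a difference in depth. An exchange of the mock and salt labels of *rs33* would reverse its responses, but 97.9% of the 233 shared genes moved in the same direction as in the WT (two-sided exact binomial test, p = 8.12e-61). A difference between the genotypes already present at mock 6 h may explain part of the pattern. Of the 256 genes called in *rs33* alone that also differed between the genotypes at mock 6 h alone or salt 6 h alone, 63.3% differed at mock, against 52.6% of the other genes called between the genotypes at only 1 of these conditions (two-sided Fisher's exact test, odds ratio 1.55, p = 0.00442). Among genes called in the WT alone at 6 h the share was lower than among the others, at 22.0%. Most genes called in *rs33* alone differed between the genotypes at neither, so for them the test says nothing. A stronger lowering of the translation genes of cluster 1 by salt in *rs33* stays open. Of 56 cluster 1 genes called at salt 6 h, 98.2% were lower in *rs33*, but of those called at mock 6 h, 98.6% were higher. The 2 shares cannot be told apart for these genes, because the cluster was chosen from the same libraries. The *rs33* mock libraries enter both the response and the comparison of the genotypes at mock, so chance spread between 2 libraries would also place genes in both lists.

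The larger number of genes called in the cold at 6 h in the WT was weighed next. For a difference in depth, the median ratio of standard errors was 1.00 (0.999584 before rounding) over 659 weakly expressed genes called in both genotypes. This does not exclude such a difference, for the reasons given for salt. A difference between the genotypes at mock 6 h may again contribute. Of 263 genes called in the WT alone that differed between the genotypes at mock 6 h alone or cold 6 h alone, 98.1% differed at mock, against 85.9% of the other genes called between the genotypes at only 1 of these conditions (two-sided Fisher's exact test, odds ratio 8.48, p = 2.38e-08). The WT mock libraries enter both the WT response and the comparison at mock, so chance spread between 2 libraries would also place genes in both lists. A smaller cold response in *rs33* stays open. Over the 2366 genes called in both, the median difference in absolute log2 fold change, *rs33* minus WT, was −0.0200, but the genes called in the WT alone carry no value for *rs33*, so the explanation cannot be told apart for them.

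The paper does not report that 42 genes were called between the genotypes in all 6 comparisons, 32 always higher and 10 always lower in *rs33*. Of these genes, 12 lie on chromosome 11, and 10 of them lie within a window of 100 consecutive called genes: Os11g0204100, Os11g0206000, Os11g0214400, Os11g0220300, Os11g0224900, Os11g0225300, Os11g0226400, Os11g0226700, Os11g0233400 and Os11g0282700. Random draws of 42 called genes had at most 7 in such a window, with a median of 3 (permutation p = 1e-04, the smallest that 10000 draws can give). *RS33* lies on chromosome 2. A candidate explanation is a segment of chromosome 11 that differs between the *rs33* and WT lines apart from the edited locus, and no sequence was at hand to look for it. Position was taken from the order of identifiers, which matched the coordinates for 4550 of 4555 neighbouring genes that have them. Splicing of these transcripts by RS33 was tested by asking whether they hold events between the genotypes more often than the other called genes do. They did in 2 of 42 against 63 of 1179 (odds ratio 0.886, Fisher's exact test, p = 1), which decides nothing with so few events, so this explanation cannot be told apart.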

How the results depend on the processing

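The setting that leaves out genes called between the genotypes at mock 6 h was chosen after the data were seen, and under it 4 of 4 results were the same. Over the alternatives chosen earlier, 255 of 320 results were the same, 42 moved, 12 became weaker, 4 stronger and 7 reversed. A count was the same if it lay within a factor of 1.5 of its main value, and moved otherwise. A test was the same if it kept its direction and its side of the threshold. An inclusion-level difference above 0.1 leaves out no event, since the smallest listed is 0.101, so the 40 results under that setting could not change. No paired analysis was possible because the deposited tables hold no value per library, and for that reason no library could be left out. How depth limits the calls is unknown.

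At an adjusted p at or below 0.001, fewer genes pass by construction. Under salt, the calls were 69 and 293 in the WT and 74 and 1189 in *rs33* at 3 h and 6 h, in the cold 1057 and 3106 in the WT and 1229 and 2393 in *rs33*. Between the genotypes, they were 69 and 250 at mock, 101 and 214 under salt and 121 in the cold at 3 h. No gene list passed (0), and 0 passed either with an absolute log2 fold change of at least 1 or a baseMean of at least 50, against 1 list. The DEG and DAS overlap reversed at mock 6 h (odds ratio 1.01) and weakened over both mock time points (0.832). With an absolute log2 fold change of at least 1, 1460 genes were called in *rs33* under salt at 6 h, and with a baseMean of at least 50, 96 in the WT under salt at 3 h.

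With a background of the genes called in any comparison, the salt and cold overlap at 6 h reversed (odds ratios 0.646 in the WT and 0.374 in *rs33*). The DEG and DAS overlap weakened at mock (0.583) and under salt in *rs33* (0.817) and strengthened in the cold in *rs33* (1.21). This background holds only genes that changed somewhere, most of them through the salt and cold calls themselves. That lowers the odds ratio of the salt and cold overlap by construction, so its reversal decides nothing. With standard errors multiplied by 1.5, 2 genes differed in response under salt at 6 h and 0 in the cold at 6 h.

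Above an inclusion-level difference of 0.2, fewer events pass. In the cold, 930 and 2063 events (IR 670 and 1331) were left in the WT at 3 h and 6 h and 1865 (IR 1210) in *rs33* at 6 h, in sum over both time points 2993 in the WT and 2934 in *rs33*. The DEG and DAS overlap reversed under salt in the WT (0.952) and weakened in the cold in the WT (1.09). The share of IR events with more retention reversed in the cold at 3 h (49.7% in the WT and 41.7% in *rs33*). It weakened under salt in *rs33* at 3 h (55.1%) and in the cold in the WT at 6 h (51.6%), and strengthened under salt in the WT at 6 h (38.9%) and between the genotypes at salt 6 h (56.8%). The odds ratio of the genotypes weakened under salt at 3 h (1.41) and 6 h (0.782) and strengthened in the cold at 3 h (0.725). With 1 event per gene, the share reversed under salt in the WT at 6 h (50.3%) and weakened in the cold in the WT at 3 h (52.8%). For the results that reversed, weakened or strengthened, the cause was not tested.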

Differences from the paper's values

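The tallies of cluster members by direction were chosen only after the clusters had been seen. Counts are those of the authors' deposited tables at the adjusted p at or below 0.01 that the paper states, and the paper does not say which time point its mock counts refer to.

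The paper gives 150 genes lower in *rs33*. The authors' deposited table lists 39 at mock 3 h, and all 3 alternatives set before the data were examined differ as well (17 at an adjusted p at or below 0.001, 26 with an absolute log2 fold change of at least 1, 35 with a baseMean of at least 50). At mock 6 h, the authors' deposited table lists 411 lower against the paper's 150 and 201 higher against the paper's 100. At an adjusted p at or below 0.001, neither differs (142 lower and 108 higher), while the other alternatives differ (361 and 161 with an absolute log2 fold change of at least 1, 364 and 157 with a baseMean of at least 50).

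For genes both differentially expressed and spliced, the paper shows about 8 in Fig. 1d, read by eye, and its text gives the same. The overlap counted here at mock 3 h is 3, and it is 2 at an adjusted p at or below 0.001, 3 above an inclusion-level difference of 0.2 and 3 with a background of the genes called in any comparison, which all differ. At mock 6 h it is 9, within the paper's range.

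The paper assigns the larger salt list at 3 h to the WT, while the authors' deposited tables hold 148 genes for the WT and 164 for *rs33*. The paper attaches to ribosome biogenesis the adjusted p that the authors' deposited table gives for ribonucleoprotein complex biogenesis (3.70e-121, against 1.04e-118 for ribosome biogenesis). For response to abscisic acid, the authors' deposited table gives an adjusted p of 0.00197, larger than the paper's. For nonredundant salt events, the paper's count for the WT equals the sum over both time points (1158, with 1135 distinct identifiers), and its count for *rs33* equals the distinct identifiers (1116, of 1151 events).

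For the cold, the paper describes phosphorylation and phosphorus metabolism genes of cluster 5 as raised in *rs33* at both time points. Of the phosphorylation genes called, 13 rose and 8 fell in *rs33* at 3 h, and 13 rose and 14 fell at 6 h, against 3 and 25, and 4 and 45, in the WT. Of the called genes for phosphate-containing compound metabolic process, 25 rose and 8 fell in *rs33* at 3 h, and 22 rose and 16 fell at 6 h, against 6 and 28, and 11 and 53, in the WT. Relative to the WT, both tallies run with the paper's description, but the cluster was formed from these same libraries, so they are no independent evidence. Of all cluster 5 genes called between the genotypes 16 of 18 and 15 of 17 were higher in *rs33*. The authors' deposited table gives phosphorylation an adjusted p of 0.133. The paper describes DAS cluster 4 as raised and cluster 5 as lowered in *rs33* against the WT at both time points. Among their IR events called between the genotypes, 24 of 54 and 16 of 74 of cluster 4 were retained more in *rs33* at 3 h and 6 h, and 43 of 56 and 32 of 47 of cluster 5. The deposited differences are coded as mock minus cold. In that coding, 200 of 326 and 291 of 516 IR events of cluster 4 were positive in *rs33* at 3 h and 6 h. In the WT, 114 of 292 and 163 of 733 were positive. For cluster 5, the counts were 81 of 229 and 191 of 318 in *rs33*, and 128 of 190 and 282 of 408 in the WT. The responses thus run with the paper's description if its heat map uses that coding, but the scale of the heat map is not known.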

Other observations

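The observations below were chosen after the values were seen, and no explanation of them was tested.

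*SF2* itself changed in the cold. The authors' deposited tables give its expression a log2 fold change of 2.81 in the WT and 2.90 in *rs33* at 3 h, and of 2.51 and 2.25 at 6 h. For its IR event from 11963030 to 11964058, the authors' deposited table gives inclusion-level differences in the cold at 6 h of −0.287 in the WT and −0.678 in *rs33*, a response lower by −0.391 in *rs33*. For the overlapping event from 11963030 to 11963616, the authors' deposited table gives −0.493 in the WT at 6 h and lists none in *rs33*.

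The intron of the D-mannose-binding lectin gene (Os01g0783900) from 33219979 to 33220845 moved in opposite directions in the cold at 6 h. The authors' deposited table gives inclusion-level differences of 0.615 in the WT and −0.762 in *rs33*, which leaves 0.762 to 1 in the WT and 0 to 0.238 in *rs33* after cold. At 3 h of cold, this intron was retained more in *rs33*, with bounds of 0 to 0.42 in mock and 0.58 to 1 in cold. In mock-treated *rs33* at 6 h, the bounds are 0.762 to 1, so its mock level also differed between the time points.

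*RS33* was lower in *rs33* at salt 3 h and cold 3 h as well, with log2 fold changes of −1.12 and −1.01 in the authors' deposited tables, and was not called at mock 3 h, salt 6 h or cold 6 h. In the WT, the authors' deposited table gives less retention in *RS33* from 1194629 to 1195251 under salt at 6 h (−0.187) and in the cold at 3 h (−0.198) and 6 h (−0.245).

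The called genes of salt cluster 1 were tallied in the cold as well. At 6 h of cold, 190 of its called genes rose and 84 fell in the WT (two-sided exact binomial test, p = 1.33e-10), and 49 rose and 229 fell in *rs33* (exact binomial test, p = 5.47e-29). The difference between these tallies was not tested. Between the genotypes, 3 were called at cold 6 h, 2 higher and 1 lower in *rs33* (exact binomial test, p = 1), against 71 higher and 1 lower at mock 6 h. The authors formed the cluster from the salt comparisons, but the mock libraries are shared with those of the cold.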
